# Derepression of transposable elements in the mouse prefrontal cortex disrupts social behavior

**DOI:** 10.1073/pnas.2510663122

**Published:** 2025-12-17

**Authors:** R. Kijoon Kim, Corinne Smith, Natalie L. Truby, Shelbey R. Strandberg, Jessica L. Bell, Nic Carwile, Gabriella M. Silva, Rachael L. Neve, Theingi Aung, Xiaohong Cui, Peter J. Hamilton

**Keywords:** transposable elements, TRIM28, social behavior, prefrontal cortex

## Abstract

The neurobiological origins of social behaviors are poorly understood. Previous studies have linked the function of a single Krüppel-associated box zinc finger protein (KZFP), ZFP189, in the mouse prefrontal cortex (PFC), with the regulation of transposable elements (TEs), immune genes, and social behaviors. Here, we expand the scope of inquiry to explore the relationship between collective PFC KZFP function and social behaviors by altering the function of the cognate KZFP interacting protein TRIM28 within the PFC of male and female mice. We reprogrammed natural TRIM28^WT^ by replacing the endogenous, transcriptionally repressive domain with a synthetic, enhanced transcriptional activation domain VP64-p65-Rta (TRIM28^VPR^) or by excising the transcriptional regulatory domain (TRIM28^NFD^). Upon intra-PFC viral-mediated delivery of TRIM28 variants, we observed that inversion of TRIM28 transcriptional control via HSV-TRIM28^VPR^ selectively produced deficits in social behaviors, without affecting nonsocial behaviors. RNA sequencing of manipulated PFC revealed that HSV-TRIM28^VPR^ drove transcriptional escape of all classes of TEs, particularly those located within intronic and enhancer regions proximal to downregulated immune genes. HSV-TRIM28^VPR^-mediated social deficits were reversible by intra-PFC repletion of interferon cytokines. These data point to PFC KZFP–TRIM28 interactions as necessary to stabilize genomic TEs to enable *cis*-regulation of key immune gene expression, which enhances organismal capacity for complex, prosocial behaviors.

## Significance

Social behavior is essential to quality of life but is often impaired in neurodevelopmental and neuropsychiatric disorders. At the genetic level, the origins of complex social behaviors are not well understood. Here, we developed molecular tools to demonstrate a direct mechanistic link between the release of transposable elements in the mouse prefrontal cortex, decreased interferon-related gene expression, and impairments in group-based social behaviors. These findings suggest that loss of transcriptional repression of transposable elements impairs *cis*-regulation of immune genes, which leads to a specific disruption of social behaviors. Collectively, this work provides mechanistic insight into the molecular origins of social behaviors and demonstrates that the maintained transcriptional control of brain transposable elements is necessary for prosocial behaviors.

Social behaviors are a fundamental aspect of group living and are central to the health of both the individual and society (1–3). Alterations to social behaviors are associated with many brain disorders. For example, social withdrawal characterizes conditions including major depressive disorder, autism spectrum disorder (ASD), and schizophrenia, while hypersociability occurs in Angelman and Williams syndromes (4). However, the neurobiological mechanisms that enable complex social behaviors, and how these mechanisms can go awry, are incompletely understood.

Since their discovery by Barbara McClintock, genomic transposable elements (TEs), or self-replicating DNA sequences, have been identified as molecular drivers capable of altering genome size and stability and are thought to contribute to the diversification and evolution of species (5–8). However, due to the potential deleterious effects of active transposition of TEs, maintaining a transcriptionally silenced TE landscape is vital to the health of host organisms (9–13). Genomic regions consisting of transcriptionally silenced TEs have been co-opted by their hosts in diverse ways, including in formation of *cis*-regulatory DNA regions (14–16) and by contributing to the regulation of the adaptive immune system (17–19). Recently, several groups have begun to identify evidence that links social and other complex behaviors with proper regulation of these TE-associated immune responses in the brain (20–22).

Krüppel-associated box (KRAB) zinc finger proteins (KZFP) comprise an evolutionarily ancient and diverse family of transcription factors that have evolved to limit TE transposition by repressing TE expression via the recruitment of tripartite motif protein 28 (TRIM28), also called KAP1 (23–27). KZFP-conserved KRAB domains recruit TRIM28, and TRIM28 recruits histone methyltransferases via the TRIM28 HP1, PHD, and BROMO domains (28, 29). This mechanism contributes to the formation of heterochromatin at KZFP-DNA-binding sites and transcriptional silencing of KZFP gene targets, including TEs (30).

Here, we developed novel TRIM28 variants delivered via herpes simplex virus (HSV) to the prefrontal cortex (PFC) of male and female mice to analyze the transcriptional and behavioral consequences of TRIM28-mediated transcriptional function and dysfunction in the brain. In addition to the endogenous repressive TRIM28^WT^ protein, we created TRIM28^NFD^, which retains the KZFP-binding domain but lacks the transcriptionally repressive HP1, PHD, and BROMO domains, as well as TRIM28^VPR^, which replaces these transcriptionally repressive domains with the transcriptional activator VP64-p65-Rta (VPR). We conducted a battery of behavioral and transcriptomic assays to determine the behavioral and molecular consequences of dysregulating TRIM28 transcriptional control in PFC. We observed that intra-PFC delivery of HSV-TRIM28^VPR^ altered social behaviors, characterized by a lack of interest in novel social interactions and impaired ability to engage in previously established social hierarchies, without producing detectable nonsocial behavioral changes. In RNA sequencing (RNAseq) analyses, HSV-TRIM28^VPR^ drove TE escape and downregulation of proximal immune genes. Ablation of TRIM28-mediated transcription through delivery of HSV-TRIM28^NFD^ induced similar, but modest social behavioral deficits and transcriptional changes, pointing to a graded relationship between magnitude of PFC TE dysregulation and degree of social deficits. These social deficits could be restored by introduction of exogenous immune factors to manipulated PFC. Collectively, this work resolves a mechanistic relationship between cortical TEs, immune functions, and social cognition.

## Results

### TRIM28 Variants Bidirectionally Control the Expression of a KZFP-Regulated Gene In Vitro.

We cloned three TRIM28 variants into overexpression plasmids: TRIM28^WT^, identical to the endogenous TRIM28 protein containing a N-terminal KRAB-binding domain and C-terminal HP1, PHD, and BROMO domains; TRIM28^NFD^ with these C-terminal domains excised; and TRIM28^VPR^ with these C-terminal domains replaced by the synthetic transcriptional activator VPR (Fig. 1*A*). We validated that our TRIM28 constructs are translated into protein and do not alter endogenous TRIM28 protein expression, both in vitro and in vivo (*SI Appendix*, Fig. S1). Next, we applied a modified luciferase transfection assay that our group has previously implemented (22). In cultured Neuro2a cells, we simultaneously cotransfected 1) a *luciferase* reporter plasmid under the control of a thymidine kinase (TK) promoter and possessing multiple ZFP189-recruiting DNA response elements (REs); 2) a plasmid overexpressing ZFP189, a representative KZFP that has previously been demonstrated to regulate this *luciferase* reporter gene (22); and 3) a plasmid overexpressing one of our TRIM28 variants or a GFP plasmid control (Fig. 1*B*). Luciferase signal was calculated as relative light units (RLUs) as a proxy for gene transcription (Fig. 1*C*). We saw that TRIM28^VPR^ increased luciferase signal (*P* < 0.0001, one-way ANOVA with Bonferroni correction), indicating that it acts as a gene activator at KZFP-regulated genes.

**Fig. 1.**
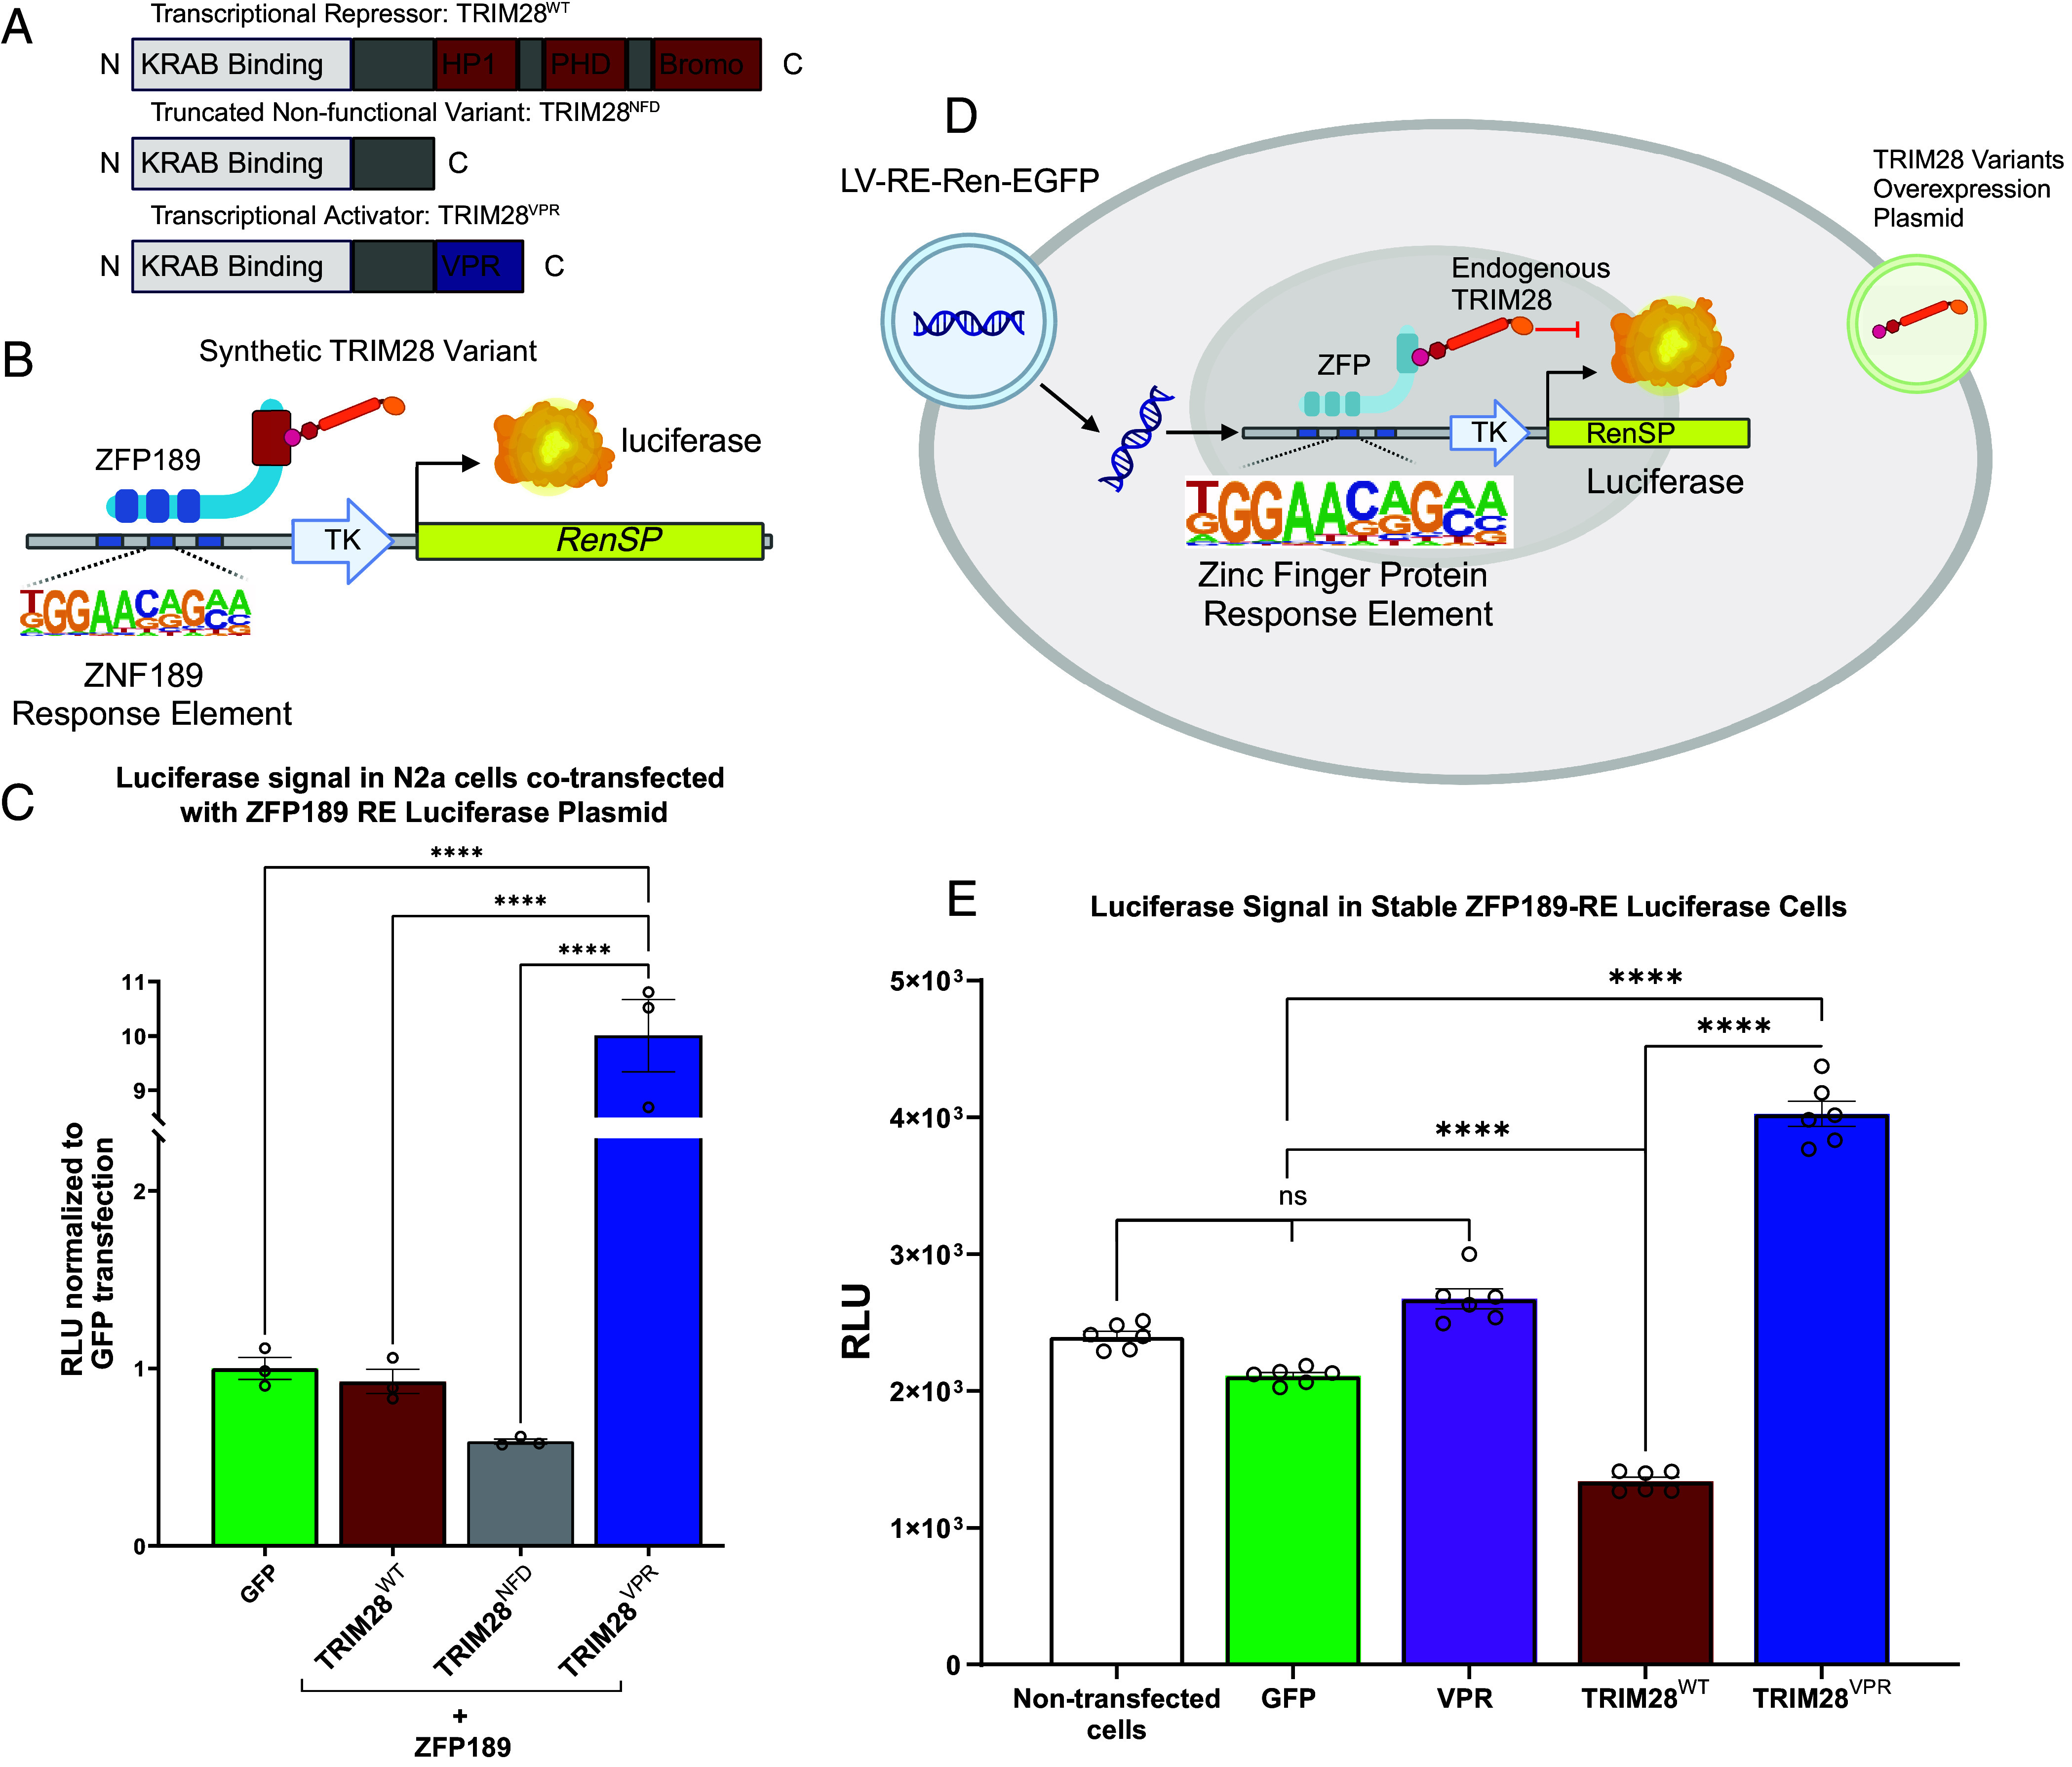
TRIM28 variants bidirectionally control the expression of a KZFP-regulated gene. (*A*) Schematic of novel TRIM28 variant proteins. (*B*) Schematic of the luciferase reporter, which contains the KZFP ZFP189 REs upstream of a TK promoter and RenSP LightSwitch™ luciferase gene. (*C*) Cotransfection of Neuro2a (N2a) cells with separate overexpression vectors containing the luciferase reporter, ZFP189 (a representative KZFP), and a TRIM28 variant shows TRIM28^VPR^ significantly upregulates luciferase signal (*P* < 0.0001, one-way ANOVA with Bonferroni correction, n = 3 per group). (*D*) Schematic of a stable N2a cell line that stably expresses the luciferase reporter (LV-RE-Ren-EGFP-N2a). These stable cells were transfected with a single overexpression vector containing TRIM28 variants. (*E*) TRIM28^VPR^ significantly increases luciferase signal, while TRIM28^WT^ significantly decreases luciferase signal, compared to nontransfected control cells, or cells transfected with overexpression vectors for GFP or an isolated VPR domain (TRIM28^VPR^: *P* < 0.0001 versus nontransfected cells, GFP, and VPR. TRIM28^WT^: *P* < 0.0001 versus nontransfected cells, GFP, and VPR. One-way ANOVA with Bonferroni correction, n = 6 per group).

We next developed a Neuro2a cell line stably expressing the ZFP189-sensitive *luciferase* reporter (Fig. 1*D*). By transfecting these stable cells with TRIM28 variants, we observed that TRIM28^WT^ decreased luciferase signal compared to nontransfected, GFP, or isolated VPR domain controls (*P* < 0.0001 for all). Conversely, we observed that TRIM28^VPR^ increased luciferase signal compared to these controls (*P* < 0.0001 for all), indicating that TRIM28^WT^ and TRIM28^VPR^ produce opposite effects on KZFP-regulated gene transcription (Fig. 1*E*). Collectively, these in vitro studies indicate our synthetic TRIM28 variants can, as designed, specifically up- or down-regulate the expression of KZFP-regulated genes.

### Inverting TRIM28-Mediated Transcriptional Control in the Prefrontal Cortex Causes Social Behavioral Deficits in Male and Female Mice.

We next sought to characterize the in vivo behavioral consequences of dysregulating TRIM28-mediated transcriptional control in the PFC of male and female mice. We virally delivered our HSV-packaged TRIM28 variants or GFP control via stereotaxic surgery to the PFC (31, 32) and, in distinct experimental cohorts, subjected test mice to social behavioral assays (Fig. 2 *A*, *D*, and *I*). As expected in a three-chamber social interaction task, when presented with choice between a sex- and age-matched conspecific or an empty cage, all mice displayed a normal preference for social interaction (*P* < 0.0001 for all) (Fig. 2*B*). Notably, when presented with a novel versus familiar conspecific, all except HSV-TRIM28^VPR^ mice showed normal preference to interact with the novel conspecific (*P* < 0.0001, 0.0003, 0.0098, respectively) (Fig. 2*C*). Yet, mice receiving PFC HSV-TRIM28^VPR^ specifically did not show this preference for interacting with a novel sex- and age-matched conspecific over a familiar conspecific (*P* > 0.05) (Fig. 2*C*). This lack of preference for novel social interaction cannot be explained by alterations in anxiety or locomotor phenotypes, as neither HSV-TRIM28^VPR^ nor any other treatment group displayed alterations in elevated plus maze exploration, novelty suppressed feeding, or sucrose preference test (*SI Appendix*, Fig. S2).

**Fig. 2.**
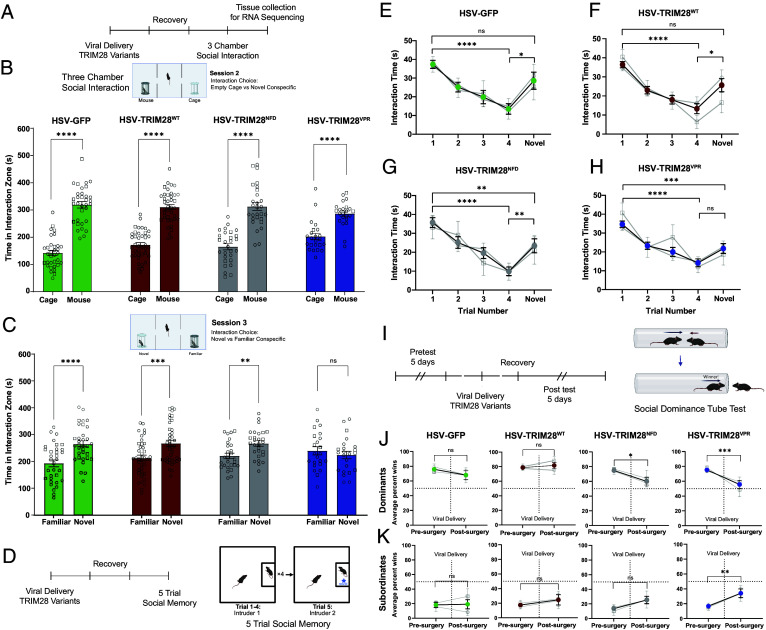
Disrupting PFC TRIM28 function disrupts social behavior. (*A*) Timeline of three-chamber social interaction and prefrontal cortex (PFC) tissue collection. Each vertical hash is a day (HSV-GFP: n = 10 females, 23 males; HSV-TRIM28^WT^: n = 10 females, 29 males; HSV-TRIM28^NFD^: n = 10 females, 18 males; HSV-TRIM28^VPR^: n = 6 females, 17 males). (*B*) In Session 2 of three-chamber social interaction (cage v. mouse), all viral conditions spend more time interacting with a novel conspecific than an empty cage (Interaction term *P* = 0.0012; all viral treatments Cage v. Mouse *P* < 0.0001, two-way ANOVA with Bonferroni correction). (*C*) In Session 3 of three-chamber social interaction (familiar v. novel), HSV-TRIM28^VPR^ ablates the preference for socializing with a novel conspecific over a familiar one (Interaction term *P* = 0.0057; HSV-TRIM28^VPR^ Familiar v. Novel, *P* > 0.05, two-way ANOVA with Bonferroni correction), while this preference is preserved in HSV-GFP, HSV-TRIM28^WT^, and HSV-TRIM28^NFD^-treated mice (*P* < 0.0001, 0.0003, 0.0098, respectively, two-way mixed effects ANOVA with Bonferroni correction). (*D*) Timeline and experimental design for five-trial social memory (HSV-GFP: n = 8 females, 11 males; HSV-TRIM28^WT^: n = 8 females, 19 males; HSV-TRIM28^NFD^: n = 8 females, 19 males; HSV-TRIM28^VPR^: n = 8 females, 27 males). (*E*–*G*) Mice receiving HSV-GFP, HSV-TRIM28^WT^, or HSV-TRIM28^NFD^ habituate to a repeated social partner and renew interest for a novel partner (Interaction term *P* = 0.8957; Trial 1 v. 4: *P* < 0.0001 for all, Trial 4 v. novel: *P* = 0.0123, 0.0309, 0.0024, respectively, two-way ANOVA with Bonferroni correction). Only HSV-TRIM28^NFD^-treated mice spend significantly less time interacting with the novel interaction target than with the initial interaction target (Trial 1 v. novel, *P* = 0.0098, two-way ANOVA with Bonferroni correction). (*H*) Mice receiving HSV-TRIM28^VPR^ habituate to a repeated social partner, but do not renew interest for a novel partner (Trial 1 v. 4: *P* < 0.0001, Trial 4 v. novel, *P* > 0.05, two-way ANOVA with Bonferroni correction). These mice also spend significantly less time interacting with the novel interaction target than with the initial interaction target (Trial 1 v. novel, *P* = 0.0003, two-way ANOVA with Bonferroni correction). (*I*) Timeline and experimental design for social dominance tube test. (*J*) Comparing average pretest win rate to average posttest win rate, dominant mice who received HSV-TRIM28^NFD^ (n = 6 females, 11 males) and -TRIM28^VPR^ (n = 6 females, 12 males) had significantly decreased win rates in the posttest (Interaction term *P* = 0.0174; *P* = 0.0092 and *P* = 0.0002, respectively, two-way ANOVA with Bonferroni correction). Receiving HSV-GFP (n = 6 females, 6 males) or -TRIM28^WT^ (n = 6 females, 6 males) did not significantly alter dominant mouse win rates (*P* > 0.05, two-way ANOVA with Bonferroni correction). (*K*) Comparing average pretest win rate to average posttest win rate, subordinate mice who received HSV-GFP (n = 6 females, 6 males), -TRIM28^WT^ (n = 6 females, 6 males), or -TRIM28^NFD^ (n = 6 females, 11 males) did not have significantly different win rates (Interaction term *P* = 0.3414; *P* > 0.05, two-way ANOVA with Bonferroni correction), while subordinate mice who received HSV-TRIM28^VPR^ (n = 6 females, 12 males) had a significant increase in win rate (*P* = 0.0099, two-way ANOVA with Bonferroni correction). Squares indicate females; circles indicate males. Gray lines show male and female data separated; black lines show both sexes pooled.

We next aimed to test whether this social preference phenotype could be explained by deficits in social recognition. We performed a five-trial social memory test (Fig. 2*D*), where experimental mice were subjected to four sequential exposure to the same age- and sex-matched conspecific, followed by a fifth session with a novel conspecific (22, 33). Typically, mice will spend decreasing amounts of time interacting with the same conspecific through sessions 1–4, and renew social interaction behaviors during session 5. Mice receiving HSV-TRIM28^WT^, -TRIM28^NFD^, and -GFP all displayed this characteristic pattern of behavior (Fig. 2 *E*–*H*). However, mice receiving HSV-TRIM28^VPR^ did not show a significantly renewed interest in interacting with the novel mouse in session 5, suggesting the salience of novel social interaction with the new conspecific was diminished (*P* > 0.05, two-way ANOVA with Bonferroni correction) (Fig. 2*H*). Yet, the progressive decrease in interaction time through sessions 1–4 for the HSV-TRIM28^VPR^ mice does suggest that the capacity for social memory is intact (*P* < 0.0001).

To more completely characterize the nature of TRIM28^VPR^-mediated social behavioral deficits, we performed repeated social dominance tube tests (Fig. 2*I*). Our group has previously employed this task to characterize how viral delivery of transcription factor constructs affects awareness and participation in social hierarchies (22). Conventionally, dominance is defined as consistently winning the majority of tube tests against cage mates, while subordinance reflects consistent losses against cage mates (34, 35). Here, we allowed cages of five sex-matched mice to establish a social hierarchy, then delivered HSV-GFP, -TRIM28^WT^, -TRIM28^NFD^, or -TRIM28^VPR^ to the PFC of both dominant and subordinate mice, and retested social hierarchy for 5 d postsurgery. Intermediate ranked mice received intra-PFC HSV-GFP to match surgical experience to the test mice. We analyzed results pre- versus postsurgery between viral conditions separately between dominant mice and subordinate mice.

As expected, dominant and subordinate mice receiving HSV-GFP and HSV-TRIM28^WT^ remained dominant and subordinate, respectively, with win rates remaining significantly different from random chance postsurgery (Dominants: *P* = 0.0171, 0.0010, respectively, Subordinates: *P* = 0.0112. 0.0107, respectively, Wilcoxon signed-rank test) (Fig. 2 *J* and *K*). Mice receiving HSV-TRIM28^NFD^ did not completely maintain their social hierarchy positions postsurgery, as dominant mice became significantly less dominant (*P* = 0.0092, two-way ANOVA with Bonferroni correction), though they still won more often than random chance (*P* = 0.0215, Wilcoxon signed-rank test). Yet, subordinate mice receiving HSV-TRIM28^NFD^ remained similarly subordinate (*P* > 0.05, two-way ANOVA with Bonferroni correction) and maintained a lesser win rate compared against random chance, indicating the maintained awareness of their hierarchical position (*P* = 0.0366, Wilcoxon signed-rank test) (Fig. 2 *J* and *K*). However, HSV-TRIM28^VPR^ caused both dominant and subordinate mice to revert toward a random chance of winning (*P* > 0.05, Wilcoxon signed-rank test) (Fig. 2 *J* and *K*). Further, dominant and subordinate mice receiving HSV-TRIM28^VPR^ all performed significantly differently postsurgery compared to their presurgery hierarchical position (*P* = 0.0002, 0.0099, respectively, two-way ANOVA with Bonferroni correction). This indicates inversion of PFC TRIM28 molecular function with TRIM28^VPR^ is sufficient to remove the mouse’s capacity to participate in social hierarchies and/or remove their capacity for performing cooperative social strategies required to consistently resolve a social conflict, here modeled in a head-to-head tube test.

Finally, we tested novel object recognition to determine whether this deficit in novel social interaction could be explained by deficits in recognition of nonsocial stimuli. We applied a previously validated Y-maze novel object recognition paradigm (36, 37) and found mice in all treatment groups displayed identical performance on the Y-maze spontaneous alternation task as well as retained ability to recognize novel objects (*SI Appendix*, Fig. S3). These data suggest that HSV-TRIM28^VPR^ uniquely disrupts aspects of social behaviors, but not other cognitive behaviors that rely on general nonsocial recognition.

### TRIM28^VPR^ Derepresses Transposable Elements in the Prefrontal Cortex.

In order to understand the TRIM28-driven brain molecular mechanisms associated with the observed social deficits, we performed bulk RNAseq at day four on manipulated PFC tissue from individual male and female mice. This timeline was selected to reflect the timing of emergence of the behavioral changes observed above (Fig. 2). 

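PFC tissue of 74 mice was sequenced on day 4, with 1 library per mouse and nothing pooled. HSV-GFP was delivered to 18 mice (9 females and 9 males), HSV-TRIM28 WT to 20 (10 females and 10 males), HSV-TRIM28 NFD to 17 (8 females and 9 males) and HSV-TRIM28 VPR to 19 (10 females and 9 males). The authors deposited the number of reads counted on each gene of each library, without normalization, for 49671 Ensembl genes and 92 ERCC spike-in sequences. The positions in these tables are those of GRCm38. They hold 0 rows for transposable elements, so DEGs were analysed here and DETEs were not. Reads counted on genes ranged from 21227329 to 25692497 per library with HSV-GFP (median 23589258) and from 19124256 to 27646573 with HSV-TRIM28 WT. The range was 20626016 to 26629245 with HSV-TRIM28 NFD and 19695332 to 27499871 with HSV-TRIM28 VPR. Total counts did not differ detectably from HSV-GFP in any variant (two-sided permutation tests, p = 0.280 for HSV-TRIM28 WT, 0.937 for HSV-TRIM28 NFD and 0.144 for HSV-TRIM28 VPR). RNA of Xist ranged from 9.77 to 10.62 log2 CPM (counts scaled to a common library size by edgeR) in libraries named as female and from -2.58 to 3.23 in those named as male. Ddx3y, a gene of the Y chromosome, ranged from -3.54 to -2.94 and from 4.84 to 5.48, so the sexes did not overlap for either gene. Each variant was compared with HSV-GFP in a fit of its own with the sexes pooled, after TMM normalization in edgeR, over the genes with at least 10 counts in total across the libraries compared. Spike-in rows were left out of the fits. DEGs were counted at an unadjusted P under 0.05, which is the paper's threshold, and also after Benjamini-Hochberg adjustment over all genes tested. Errors of log2 fold changes are standard errors, and intervals for single genes with few counts cover counting error only.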

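Trim28 (ENSMUSG00000005566, a protein coding gene on chromosome 7 of GRCm38 from 12999114 to 13031035) is the gene that the viruses express in full or in part, and the counts do not separate viral from endogenous transcripts. With HSV-TRIM28 WT its level was 189 ± 111 CPM (SD, n = 20), against 96.6 ± 5.30 (SD, n = 18) with HSV-GFP. The log2 fold change was 0.97 (SE 0.17, P = 1.58e-06, adjusted p = 0.0542 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 20 HSV-TRIM28 WT libraries, 17 lay above the HSV-GFP median and 16 above the highest HSV-GFP library (two-sided permutation test, p = 2.0e-05). With HSV-TRIM28 NFD the level was 97.1 ± 14.7 CPM (SD, n = 17) and the log2 fold change 0.015 (SE 0.050, P = 0.769, permutation p = 0.944). With HSV-TRIM28 VPR it was 112 ± 19.5 CPM (SD, n = 19), a log2 fold change of 0.21 (SE 0.057, P = 6.19e-04, adjusted p = 0.315 from the same test), and 15 of the 19 libraries lay above the HSV-GFP median (permutation p = 2.2e-04). The log2 fold change with HSV-TRIM28 WT was 1.08 in females alone and 0.84 in males alone. Zfp189, a zinc finger gene that the paper names, did not differ detectably, with log2 fold changes of -0.00060 in HSV-TRIM28 WT (P = 0.995), 0.05 in HSV-TRIM28 NFD (P = 0.600) and 0.01 in HSV-TRIM28 VPR (P = 0.919).

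**Figure D1:**
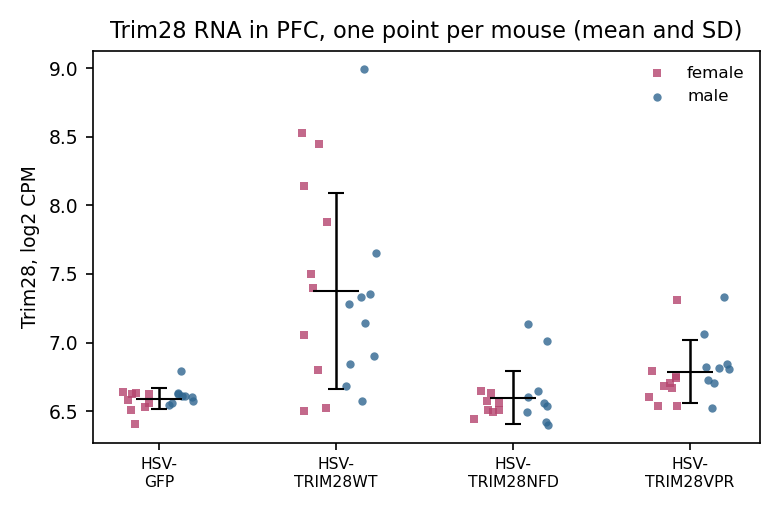
Trim28 RNA in log2 CPM (vertical axis) in each of the 74 PFC libraries, by virus (horizontal axis). Squares are females, circles are males, and bars give the mean and SD of each group. Libraries ranged from 6.41 to 6.79 with HSV-GFP, from 6.50 to 9.00 with HSV-TRIM28 WT, from 6.40 to 7.13 with HSV-TRIM28 NFD and from 6.52 to 7.33 with HSV-TRIM28 VPR.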

Given the growing body of literature linking KZFPs to silencing mechanisms of TEs (22, 23, 26, 28, 38), we hypothesized that impairment of TRIM28 gene-regulatory function would lead to widespread dysregulation of TEs. Thus, we utilized a modified RNAseq analytical pipeline that included analyses for TEs, which are typically excluded in RNAseq analyses due to multiple read alignment (39, 40). All differentially expressed genes (DEGs) and differentially expressed TEs (DETEs) were calculated relative to the HSV-GFP viral control condition. We observed that HSV-TRIM28^WT^ produced up- and down-regulation of DEGs, and, as expected, did not produce many DETEs compared to the GFP control (Fig. 3*A*; full DEG and DETE gene list in Dataset S1). In contrast, HSV-TRIM28^NFD^ produced more upregulated DETEs (Fig. 3*B*; full DEG and DETE gene list in Dataset S2), pointing to dominant negative function of TRIM28^NFD^ capable of competing with endogenous PFC TRIM28 and derepressing TEs. 

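Over the 34306 genes tested in HSV-TRIM28 WT against HSV-GFP, 1658 (4.83%) had a P under 0.05, of which 816 were higher and 842 lower. The number with an adjusted p under 0.05 was 0 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The filter on low counts moved this number most, to 2776 of 40784 genes with no filter and to 734 of 22345 genes with filterByExpr. The Wald test of DESeq2, the paper's tool, gave 1221 genes, 1057 of them among the 1658. Random splits of the same libraries into groups of the same sizes gave at least 1658 DEGs in 60 of 100, the real split included. After Trim28, the higher genes with the smallest P were Panx3 and Trpv5, each with few counts. Panx3 (ENSMUSG00000011118, chromosome 9 of GRCm38, 37659902 to 37669235) had 25 counts in 13 libraries against 2 counts with HSV-GFP, a ratio of 11.6 relative to the gene counts of the groups (95% exact Clopper-Pearson interval 2.88 to 101), with P = 5.61e-05 and an adjusted p = 0.321 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Trpv5 (ENSMUSG00000036899, chromosome 6, 41652173 to 41680769) had 20 counts in 10 libraries against 1, a ratio of 18.5 (interval 2.96 to 766, P = 8.13e-05). Among lower genes, the pseudogene Gm18254 (ENSMUSG00000100776, chromosome 7, 35442566 to 35445237) had 2 counts against 25, a ratio of 0.0739 (interval 0.00849 to 0.297, P = 3.22e-05). The long noncoding RNA Gm11861 (ENSMUSG00000086072, chromosome 4, 16464876 to 16509323) had 1 count against 16, a ratio of 0.0578 (interval 0.00138 to 0.372, P = 3.31e-05). Mrpl30 (ENSMUSG00000026087, chromosome 1, 37890477 to 37898535) fell from 18.8 ± 0.894 CPM (SD, n = 18) to 16.6 ± 1.62 (SD, n = 20). Its log2 fold change was -0.19 (SE 0.04, P = 3.75e-05, adjusted p = 0.297 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 18 of 20 libraries lay below the HSV-GFP median.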

Most strikingly, HSV-TRIM28^VPR^ asymmetrically drove robust upregulation of DETEs (Fig. 3*C*; full DEG and DETE gene list in Dataset S3), indicating that the additional gene-activating function of the VPR moiety on TRIM28^VPR^ serves to actively drive TE escape.

**Fig. 3.**
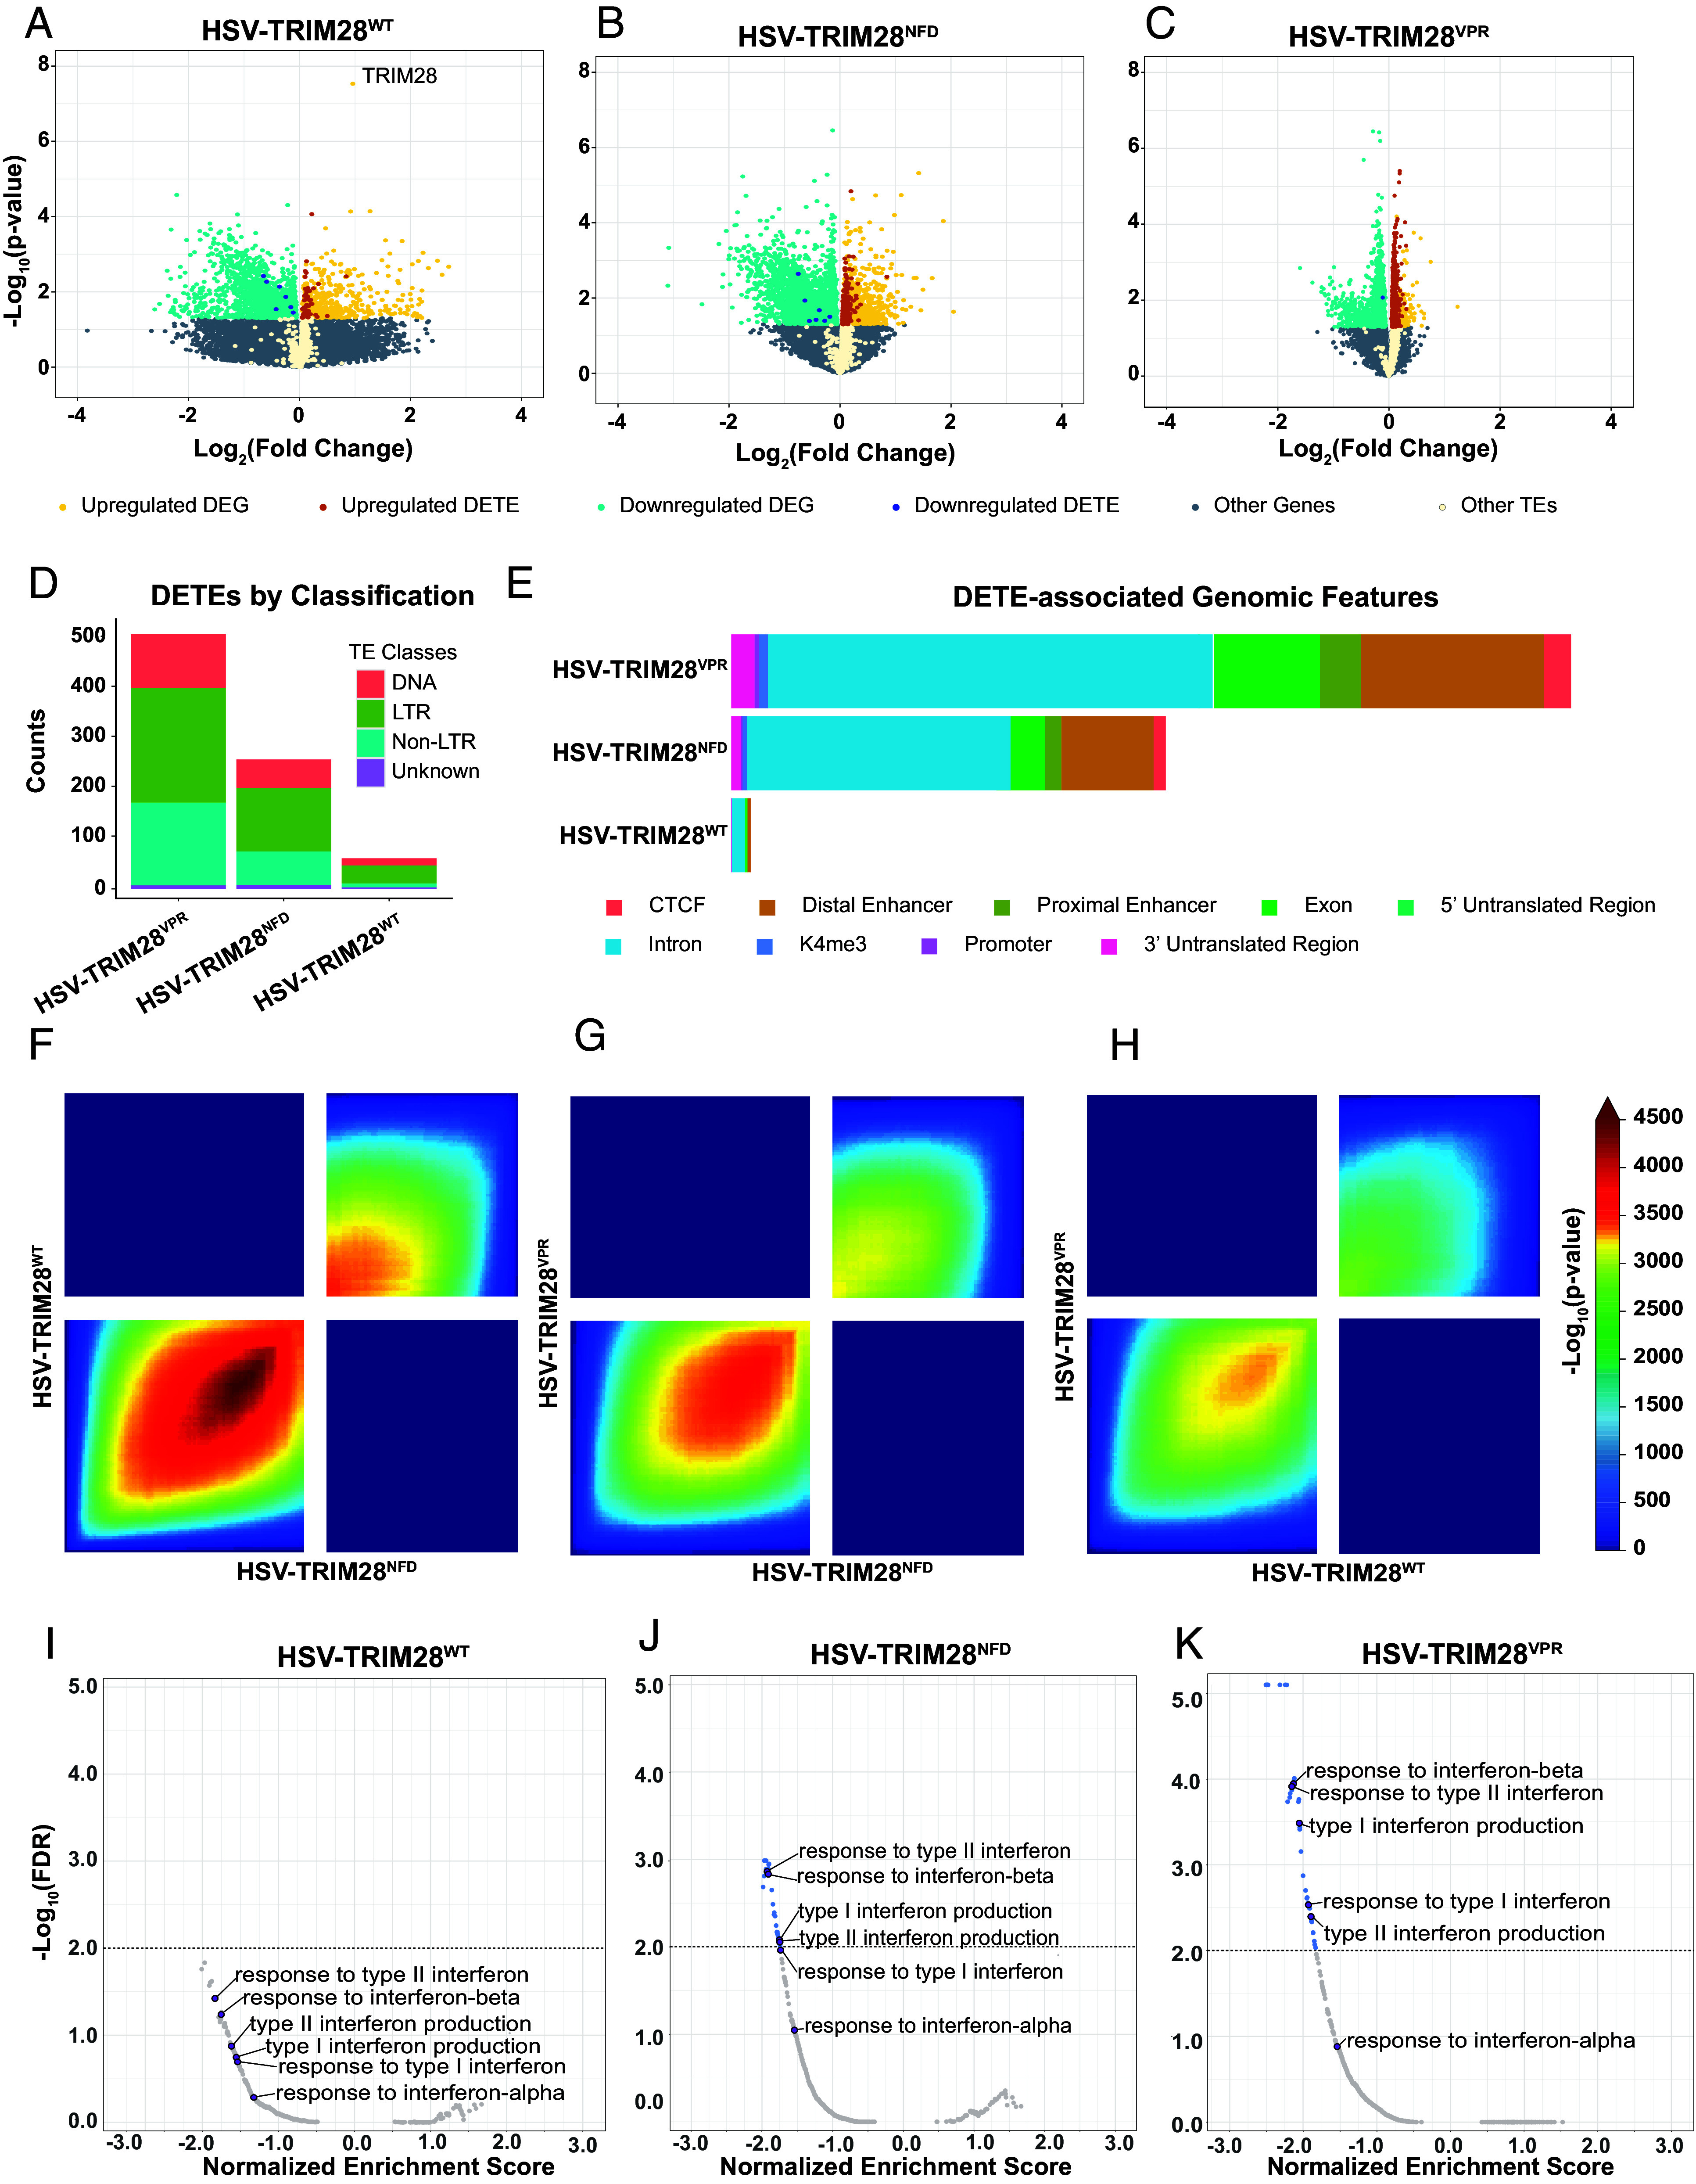
Disrupting TRIM28 function drives the release of transposable elements and impairs immune gene expression in PFC. (*A*–*C*) Volcano plots of all gene and TE transcripts affected by HSV-TRIM28^VPR^, HSV-TRIM28^NFD^, and HSV-TRIM28^WT^ normalized to the GFP control condition (HSV-GFP: 9 females, 9 males; HSV-TRIM28^WT^: 10 females, 10 males; HSV-TRIM28^NFD^: 8 females, 9 males; HSV-TRIM28^VPR^: 10 females, 9 males; all analysis performed on data from combined sexes). DEGs and DETEs were considered statistically significant if *P* < 0.05. HSV-TRIM28^VPR^ induced many more upregulated DETEs compared to other TRIM28 variants. (*D*) HSV-TRIM28^VPR^ and HSV-TRIM28^NFD^ induced activation of all classes of TEs, and TEs of the non-LTR class were disproportionately activated (Chi-square goodness of fit test, *P* < 0.0001 for both). (*E*) HSV-TRIM28^VPR^ and HSV-TRIM28^NFD^ activated TEs that were predominantly derived from intronic and distal enhancer genomic features. (*F*–*H*) Rank–rank hypergeometric overlap graphs demonstrate threshold-free comparisons between gene lists. Gene expression profiles induced by HSV-TRIM28^VPR^ are more similar to HSV-TRIM28^NFD^ than HSV-TRIM28^WT^. The *Lower Left* quadrant represents coupregulation, and the *Upper Right* quadrant represents codownregulation. (*I*–*K*) Volcano plots showing gene set enrichment analysis terms generated from all DEGs in HSV-TRIM28^WT^, -TRIM28^NFD^, and -TRIM28^VPR^. Interferon-related gene ontology terms are specifically labeled. A significance cutoff of FDR < 0.01 was applied. Interferon-related ontology terms were significantly downregulated by HSV-TRIM28^VPR^ to a greater extent than HSV-TRIM28^NFD^ and were not affected by HSV-TRIM28^WT^.

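At this threshold HSV-TRIM28 NFD gave 2943 DEGs among the 34033 genes tested against HSV-GFP (8.65%), 1123 higher and 1820 lower. HSV-TRIM28 VPR gave 2636 among 34440 (7.65%), 1351 higher and 1285 lower. After adjustment by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of the HSV-TRIM28 NFD genes and 1 of the HSV-TRIM28 VPR genes had a p under 0.05. With DESeq2 these numbers were 11 and 0. Random splits of the same libraries into groups of the same sizes, the real split included, gave as many DEGs at the unadjusted threshold in 13 of 100 for HSV-TRIM28 NFD. For HSV-TRIM28 VPR 25 of 100 did. Every HSV-TRIM28 NFD gene named next had an adjusted p = 0.253 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Inmt (ENSMUSG00000003477, chromosome 6 of GRCm38, 55170626 to 55175043) rose from 0.429 ± 0.291 CPM (SD, n = 18) to 1.19 ± 0.637 (SD, n = 17), a log2 fold change of 1.46 (SE 0.30, P = 2.0e-05), and 16 of 17 libraries lay above the HSV-GFP median. Kndc1 (ENSMUSG00000066129, chromosome 7, 139894696 to 139941537) rose from 138 ± 16.3 to 162 ± 14.5 CPM, a log2 fold change of 0.23 (SE 0.05, P = 4.67e-05), also with 16 of 17 libraries above. Gm21083 (ENSMUSG00000096878, chromosome 5, 15577333 to 15582078), which overlaps exons of another gene, had 22 counts in 8 libraries against 1 with HSV-GFP, a ratio of 23.3 (95% exact Clopper-Pearson interval 3.76 to 960, P = 4.23e-05). Ppa1 (ENSMUSG00000020089, chromosome 10, 61648552 to 61674168) was lower in 17 of 17 libraries, at 29.1 ± 2.44 against 34.0 ± 3.48 CPM, a log2 fold change of -0.22 (SE 0.05, P = 2.69e-05). Slc5a3 (ENSMUSG00000089774, chromosome 16, 92058322 to 92087473), whose exons overlap another gene, was lower in 17 of 17, at 91.98 ± 12.5 against 116 ± 18.9 CPM, a log2 fold change of -0.33 (SE 0.07, P = 4.26e-05). Adm (ENSMUSG00000030790, chromosome 7, 110627661 to 110629820) was lower in 16 of 17, at 1.11 ± 0.346 against 1.97 ± 0.842 CPM, a log2 fold change of -0.83 (SE 0.18, P = 5.24e-05).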

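The single HSV-TRIM28 VPR gene past the adjusted threshold was Pdc (ENSMUSG00000006007, chromosome 1 of GRCm38, 150319417 to 150333906), with 33 counts in 13 libraries against 1 count in 1 HSV-GFP library. The ratio was 32.2 (95% exact Clopper-Pearson interval 5.40 to 1311), with P = 5.54e-07 and an adjusted p = 0.0191 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It had 18 counts with HSV-TRIM28 WT and 10 with HSV-TRIM28 NFD, and no HSV-TRIM28 VPR gene passed once HSV-GFP M4 was left out. Next among the higher genes was R3hdml (ENSMUSG00000078949, chromosome 2, 163492318 to 163502612), with 19 counts in 10 libraries against 1, a ratio of 18.6 (interval 2.95 to 771, P = 5.53e-05). The long noncoding RNA 4930426I24Rik (ENSMUSG00000097323, chromosome 12, 76402757 to 76403654) rose from 0.385 ± 0.153 CPM (SD, n = 18) to 0.673 ± 0.238 (SD, n = 19). Its log2 fold change was 0.80 (SE 0.18, P = 6.40e-05), with 18 of 19 libraries above the HSV-GFP median. The lower genes with the smallest P each had an adjusted p = 0.262 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Tmem14c (ENSMUSG00000021361, chromosome 13, 41016250 to 41022575) was at 7.93 ± 0.704 against 9.33 ± 0.896 CPM, a log2 fold change of -0.23 (SE 0.05, P = 2.47e-05), and was lower in 19 of 19 libraries. Bsg (ENSMUSG00000023175, chromosome 10, 79704491 to 79711969) was lower in 17 of 19, at 208 ± 16 against 232 ± 12 CPM, a log2 fold change of -0.16 (SE 0.03, P = 3.53e-05). Ndufa3 (ENSMUSG00000035674, chromosome 7, 3617373 to 3620327), which overlaps another gene, was lower in 19 of 19, at 25.7 ± 2.41 against 29.5 ± 2.26 CPM, a log2 fold change of -0.20 (SE 0.04, P = 3.86e-05).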

We next assessed the subcategories of DETEs dysregulated by each of our synthetic TRIM28 variants. Irrespective of direction of regulation, HSV-TRIM28^WT^ produced 61 DETEs compared to the GFP control, while HSV-TRIM28^NFD^ produced 259 DETEs and HSV-TRIM28^VPR^ produced 510 DETEs (Fig. 3*D*). The distribution of LTR, non-LTR, and DNA transposons differed across viral treatment conditions (*SI Appendix*, Table S1). In all TRIM28 variant conditions, TEs in the LTR class account for approximately half, and DNA transposons account for approximately 20% of all DETEs detected. However, non-LTR class TEs expanded from 13% of DETEs in HSV-TRIM28^WT^ to 26% of DETEs in HSV-TRIM28^NFD^ and 33% of DETEs in HSV-TRIM28^VPR^, indicating the non-LTR class of TEs were disproportionately derepressed by our synthetic TRIM28 variants compared to HSV-TRIM28^WT^ (Chi-square goodness of fit, *P* < 0.0001 for HSV-TRIM28^NFD^ and HSV-TRIM28^VPR^). Additionally, we annotated the genomic features with which these DETEs overlap. All three TRIM28 variants affected DETEs originating from intronic and distal enhancer genomic regions, accounting for approximately 80% of all annotated genomic features (Fig. 3*E* and *SI Appendix*, Table S2). These transcriptomic data suggest that inverted TRIM28 function in PFC derepresses primarily non-LTR TEs residing within genomic distal enhancer and intronic regions.

### Derepression of Transposable Elements Downregulates Immune Genes.

We next sought to explore the differences in canonical gene transcription produced by our TRIM28 variants. We first applied rank–rank hypergeometric overlap (RRHO) analyses to assess the broad congruence of gene-expression patterns. RRHO captures threshold-free similarities and differences across gene lists (41). 

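The profiles of HSV-TRIM28 VPR and HSV-TRIM28 NFD against HSV-GFP were compared across the 33605 genes tested in both, with each gene given the -log10 of its P and the sign of its change. Spearman's rho was 0.514 across genes, which are not independent replicates. For HSV-TRIM28 VPR and HSV-TRIM28 WT, over 33743 genes, it was 0.515. Both profiles of a pair are set against the same 18 HSV-GFP libraries, which alone gives a correlation. Groups simulated without any change, against shared simulated controls, gave a median of 0.487 (range 0.475 to 0.495 over 8 sets) for the first pair and 0.508 (0.503 to 0.514) for the second. The difference between these correlations was -0.00070. Of 50 assignments of the 74 libraries to 4 groups of the same sizes, the real one included, 50 gave a difference as large in size. A rho as high was found in 20 of them for HSV-TRIM28 VPR and HSV-TRIM28 NFD and in 31 for HSV-TRIM28 VPR and HSV-TRIM28 WT. The simulated genes were independent of each other, so their range does not show how far rho varies between real libraries. With each variant set against its own part of the HSV-GFP libraries, which moved the values most, the median rho of 16 draws was 0.0529 (-0.257 to 0.210) for HSV-TRIM28 VPR and HSV-TRIM28 NFD and -0.0174 (-0.358 to 0.151) for HSV-TRIM28 VPR and HSV-TRIM28 WT. With genes ranked by log2 fold change rho was 0.473 and 0.448.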

Using the RRHO2 package, we observed that the collective gene expression profile affected by HSV-TRIM28^VPR^ was more similar to HSV-TRIM28^NFD^ than to HSV-TRIM28^WT^ (Fig. 3 *G* and *H*). 

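For the HSV-TRIM28 NFD and HSV-TRIM28 WT profiles against HSV-GFP, rho was 0.569 across 33590 genes, beside a median of 0.494 (range 0.490 to 0.501) for simulated groups without change. The value was higher than that of HSV-TRIM28 NFD with HSV-TRIM28 VPR by 0.0548, and 26 of the 50 assignments of the libraries to groups, the real one included, gave a difference as large. A rho as high was found in 17 of the 50, and the reassigned libraries gave 0.182 to 0.729. The simulated genes were independent of each other, so their range does not show how far rho varies between real libraries. With the Wald statistic of DESeq2 rho was 0.562, with genes that pass filterByExpr 0.585 and with genes ranked by log2 fold change 0.511. Against separate parts of the HSV-GFP libraries the median was 0.0597 (-0.341 to 0.183).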

Further, HSV-TRIM28^NFD^ produced an intermediate transcriptional profile that was more broadly similar to HSV-TRIM28^WT^ than to HSV-TRIM28^VPR^ (Fig. 3 *F* and *G*), pointing to a gradation in the concordance of PFC transcriptional profile that is stratified across TRIM28 normal function (HSV-TRIM28^WT^), nonfunction (HSV-TRIM28^NFD^), and anti-function (HSV-TRIM28^VPR^). This also mirrors the gradation of behavioral effects observed in Fig. 2.

To characterize the nature of affected genes in each condition, we performed gene set enrichment analysis (GSEA) of total DEGs produced by each TRIM28 variant (Fig. 3 *I*–*K*). To improve specificity of ontology terms while preserving an exploratory approach, the maximum number of gene IDs per category was limited to 300, and only terms with a false discovery rate (FDR) < 0.01 were designated significant. In the GSEA, which accounts for both the directionality and magnitude of expression change, we observed that while all three TRIM28 variants primarily display downregulated gene ontology terms, the magnitude of this downregulation mirrors the gradation of effect observed in both TE upregulation (Fig. 3 *A*–*C*) and behavioral dysregulation (Fig. 2 *J* and *K*). In particular, we observed that interferon-related terms adhered to the same pattern of downregulation, with HSV-TRIM28^WT^ inducing a nonsignificant downregulation (Fig. 3*I*), HSV-TRIM28^NFD^ a moderate but significant downregulation (Fig. 3*J*), and HSV-TRIM28^VPR^ the greatest and significant downregulation (Fig. 3*K*). This is recapitulated in the expression levels of specific interferon genes (*SI Appendix*, Fig. S4). 

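Interferon responses were measured with a pair of gene lists set before the data were examined. The first held 40 genes of the type I response and the second 39 of the type II response, and every one of these genes had a mean above 1 CPM with HSV-GFP. The GO terms themselves were not analysed here. Fold changes of a list are differences in mean log2 CPM. In HSV-TRIM28 WT, the median was -0.44 for the type I list, with 39 of 40 genes lower (P = 9.22e-25 from limma's camera test with a preset correlation of 0.01 between genes, two-sided), and -0.59 for the type II list, with 39 of 39 lower (P = 8.64e-20). In HSV-TRIM28 NFD, it was -0.82 for type I, with 39 of 40 lower (P = 2.68e-34), and -1.03 for type II, with 39 of 39 lower (P = 1.38e-28). In HSV-TRIM28 VPR, it was -0.28 for type I, with 40 of 40 lower (P = 5.69e-10), and -0.49 for type II, with 39 of 39 lower (P = 2.20e-12). By edgeR's log2 fold changes, 38 of the 39 type II genes were lower in HSV-TRIM28 WT and in HSV-TRIM28 VPR. For the type I list in HSV-TRIM28 VPR, P was 0.762 in females alone, where the median was 0.03, and 0.222 with an estimated correlation between the genes, which was 0.862 to 0.918 against HSV-GFP over both lists. Under fry and under the estimated correlation, the calls of both lists held in HSV-TRIM28 NFD. In HSV-TRIM28 WT the type I call held under the estimated correlation (P = 0.0466) and not under fry (P = 0.0678), and neither the type II call in HSV-TRIM28 WT nor any call in HSV-TRIM28 VPR held. The number of genes with a P under 0.05 was 19 for type I and 2 for type II in HSV-TRIM28 WT, 30 and 8 in HSV-TRIM28 NFD, and 1 and 0 in HSV-TRIM28 VPR. Adjusted over the list alone, 0 genes passed in any variant, and over all genes 0 passed (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Isg15 (ENSMUSG00000035692, chromosome 4 of GRCm38, 156199424 to 156200818) had the smallest P of the type I list in HSV-TRIM28 NFD, at 45.2 ± 36.5 CPM (SD, n = 17) against 82.9 ± 35.5 (SD, n = 18). Its log2 fold change was -0.87 (SE 0.30, P = 0.00663, adjusted p = 0.426 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 15 of 17 libraries below the HSV-GFP median. It was -0.61 (SE 0.23, P = 0.0125) in HSV-TRIM28 WT, with 18 of 20 below, and -0.45 (SE 0.23, P = 0.0525) in HSV-TRIM28 VPR, with 16 of 19 below. Beside Isg15, the type I genes with the smallest P were Cmpk2 (-0.38, P = 0.0145) and Oas3 (-0.72, P = 0.0216) in HSV-TRIM28 WT, Ifi44 (-0.87, P = 0.00909) and Irf9 (-0.41, P = 0.00951) in HSV-TRIM28 NFD, and Irf9 (-0.23, P = 0.0254) and Stat2 (-0.33, P = 0.0586) in HSV-TRIM28 VPR. Those of the type II list were Ifi47 (-0.71, P = 0.0380), Socs1 (-0.63, P = 0.0478) and Tgtp1 (-0.67, P = 0.0633) in HSV-TRIM28 WT, B2m (-0.47, P = 0.0224), Irf8 (-0.56, P = 0.0303) and H2-K1 (-0.51, P = 0.0342) in HSV-TRIM28 NFD, and Irf1 (-0.50, P = 0.0659), Tap1 (-0.45, P = 0.0800) and Cd274 (-0.56, P = 0.0808) in HSV-TRIM28 VPR. Irf9, Ifi47, Tgtp1, Irf1 and Tap1 overlap exons of another gene.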

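Each library was also given a score, the mean log2 CPM of a list. The type I score was 5.81 ± 0.66 (SD, n = 18) with HSV-GFP, 5.37 ± 0.75 (n = 20) with HSV-TRIM28 WT, 4.99 ± 1.04 (n = 17) with HSV-TRIM28 NFD and 5.55 ± 0.66 (n = 19) with HSV-TRIM28 VPR. The type II score was 5.65 ± 0.87, 5.11 ± 1.10, 4.63 ± 1.50 and 5.23 ± 0.97 in the same order. Against HSV-GFP, two-sided permutation tests gave p = 0.0620 for type I and 0.102 for type II in HSV-TRIM28 WT, with 14 and 12 of 20 libraries below the HSV-GFP mean. They gave p = 0.00864 and 0.0181 in HSV-TRIM28 NFD, with 12 and 11 of 17 below, and p = 0.244 and 0.169 in HSV-TRIM28 VPR, with 11 and 10 of 19 below. Over the 12 tests of these scores, the smallest Benjamini-Hochberg adjusted p was 0.104, for type I in HSV-TRIM28 NFD. The type I p-value of HSV-TRIM28 WT was 0.0232 without HSV-GFP M4. The variants were also compared with each other. In HSV-TRIM28 VPR against HSV-TRIM28 NFD the median log2 fold change was 0.56 for type I and 0.54 for type II, so the lists were higher in HSV-TRIM28 VPR (camera P = 8.67e-18 and 5.59e-11), and the scores gave permutation p = 0.0586 and 0.161. In HSV-TRIM28 VPR against HSV-TRIM28 WT it was 0.18 (P = 3.62e-04) and 0.09 (P = 0.1403), with permutation p = 0.426 and 0.728. In HSV-TRIM28 NFD against HSV-TRIM28 WT it was -0.39 (P = 9.12e-12) and -0.44 (P = 1.91e-09), with permutation p = 0.205 and 0.267. No camera call between variants held under fry or the estimated correlation. In males alone, HSV-TRIM28 VPR against HSV-TRIM28 NFD gave a median of -0.17 for type II, in the opposite direction.

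**Figure D2:**
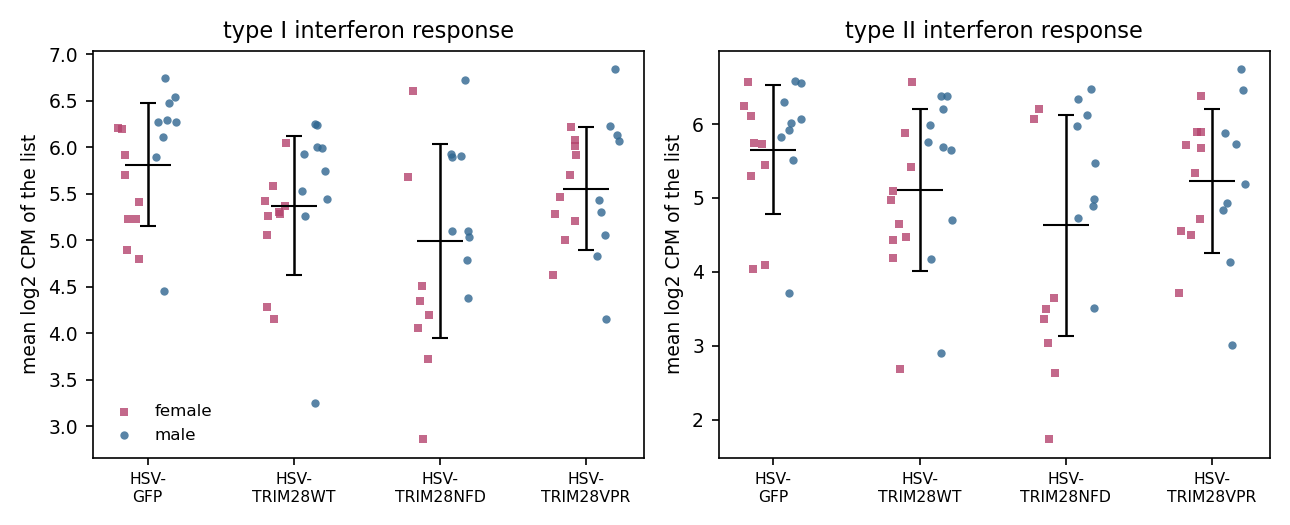
Mean log2 CPM of the 40 genes of the type I list and of the 39 genes of the type II list (vertical axes) in each PFC library, by virus (horizontal axis). Squares are females, circles are males, and bars give the mean and SD of each group. The group means were lowest with HSV-TRIM28 NFD, and libraries of every group overlapped.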

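The genes of Fig. S4 were taken as a list of 27 interferon genes and receptors, 26 of which were matched by name in the counts. Of these, 5 had a mean above 1 CPM with HSV-GFP. Ifnb1 had 21 counts over the 18 HSV-GFP libraries, 17 over the 20 with HSV-TRIM28 WT, 9 over the 17 with HSV-TRIM28 NFD and 8 over the 19 with HSV-TRIM28 VPR. Ifng had 586, 418, 329 and 371 counts in the same order, and Ifnab had 30, 16, 9 and 17. Ifnab lies in a cluster of related interferon genes on chromosome 4, between which reads can be shared. From the lower expression of interferon-related genes, and from earlier work linking PFC immune functions to social behavior, the paper proposes that this effect on immune genes is a mechanism of the social deficits produced by HSV-TRIM28 VPR.

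**Figure D3:**
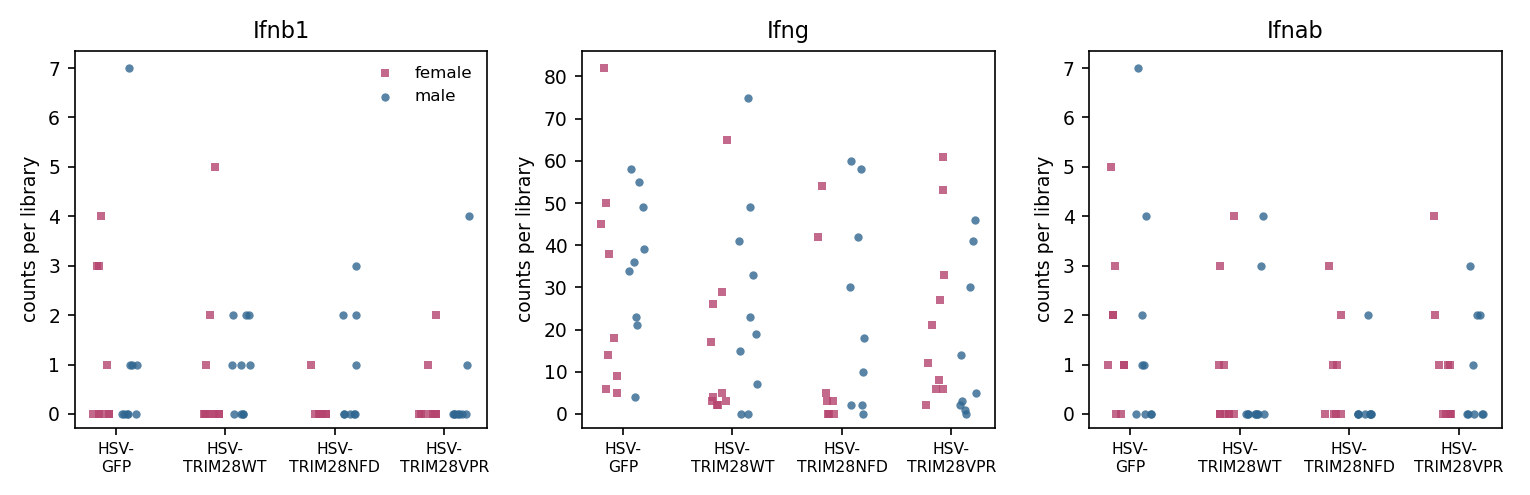
Reads counted on Ifnb1, Ifng and Ifnab (vertical axes) in each PFC library, by virus (horizontal axis). Squares are females and circles are males. Ifnb1 was counted in 8 of 18 HSV-GFP, 9 of 20 HSV-TRIM28 WT, 5 of 17 HSV-TRIM28 NFD and 4 of 19 HSV-TRIM28 VPR libraries, and at most 7 reads of Ifnb1 or Ifnab were counted in any library.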

Accounting for the growing body of literature linking PFC immune functions to social behaviors (21, 42, 43), including from our group (22), this impact to immune gene expression represents a potential molecular mechanism that explains the HSV-TRIM28^VPR^-driven social deficits.

Previous studies investigating chromatin looping suggest TE-derived *cis*-regulatory elements can exert transcriptional control on distal target genes made physically proximal in the 3D genome organization (44, 45). Other studies note such TE-derived enhancers can be located in intergenic or intronic TE-rich regions (46), suggesting that HSV-TRIM28^VPR^-mediated escape of such enhancer TEs may disrupt *cis*-regulation of target genes and causally contribute to the transcriptional divergence across TRIM28 variants. To mechanistically test this, we utilized publicly available droplet-based single cell Hi-C data (47) from 3-mo-old male and female mouse frontal cortices, specifically focusing on excitatory neurons, as this cell-type is manipulated by our neuron-targeting HSVs (Fig. 4*A*). We identified contact pairs containing TRIM28^VPR^ DETEs that survive a 10% FDR correction (Fig. 4*B*) and genes that occurred within a 20 kb proximity (called DETE-proximal genes). There were 6,626 DETE-proximal genes, and collectively, these genes were not particularly enriched for immune functions (Fig. 4*C*; gene list in Dataset S4, GO terms in Dataset S6). Of these DETE-proximal genes, 259 were significant DEGs in the PFC of TRIM28^VPR^-treated mice (called DETE-proximal DEGs) and these DEGs were primarily downregulated (Fig. 4*D*; gene list in Dataset S5). 

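Dataset S5 lists 259 DETE-proximal DEGs, of which 184 are lower and 75 higher by the paper's values. In the counts 246 were matched by name, and 179 of these were lower in HSV-TRIM28 VPR than in HSV-GFP (72.8%, 95% Wilson interval 66.9 to 77.9), with a median log2 fold change of -0.10. The sign was that of Dataset S5 for 245 genes, and rho between the log2 fold changes was 0.940 across genes, which are not independent replicates. The number with a P under 0.05 was 108, with 76 lower and 32 higher. The number with an adjusted p under 0.05 was 0 over all genes and 7 adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper chose these genes on the same libraries, so these counts are not independent evidence. Scaling to the spike-ins, chosen after seeing the data, moved the share of lower genes to 58.5%.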

A GSEA revealed that these DETE-proximal DEGs were enriched for immune functions (Fig. 4*E*). To test whether TE escape preferentially interrupts proximal immune gene expression, we randomly sampled 100 subsets of 259 genes from the total 6,626 DETE-proximal genes and determined immune gene enrichment via a representative immune response GO term. We established an empirical distribution of the enrichment *P*-values and calculated the percentile of the p-value of our DETE-proximal DEGs in the distribution. We observed that the DETE-proximal DEGs were enriched for the immune GO term (*P*-value = 0.006) which is in the top 1.98 percentile of significance for this immune term relative to the randomly sampled DETE-proximal genes (Fig. 4*F*). We corroborated this finding in all TRIM28 datasets by using EnhancerAtlas (48) to identify that DETE-associated DEGs were particularly enriched for immune genes (*SI Appendix*, Fig. S5). These data establish a mechanistic link between TRIM28-regulated TEs and immune genes, wherein HSV-TRIM28^VPR^-driven TE release directly impedes the expression of physically proximal immune genes in contact pairs with TEs. We illustrate this mechanistic relationship between KZFP–TRIM28 gene regulatory control, genomic TEs, immune genes, and social behaviors in Fig. 4*G*.

**Fig. 4.**
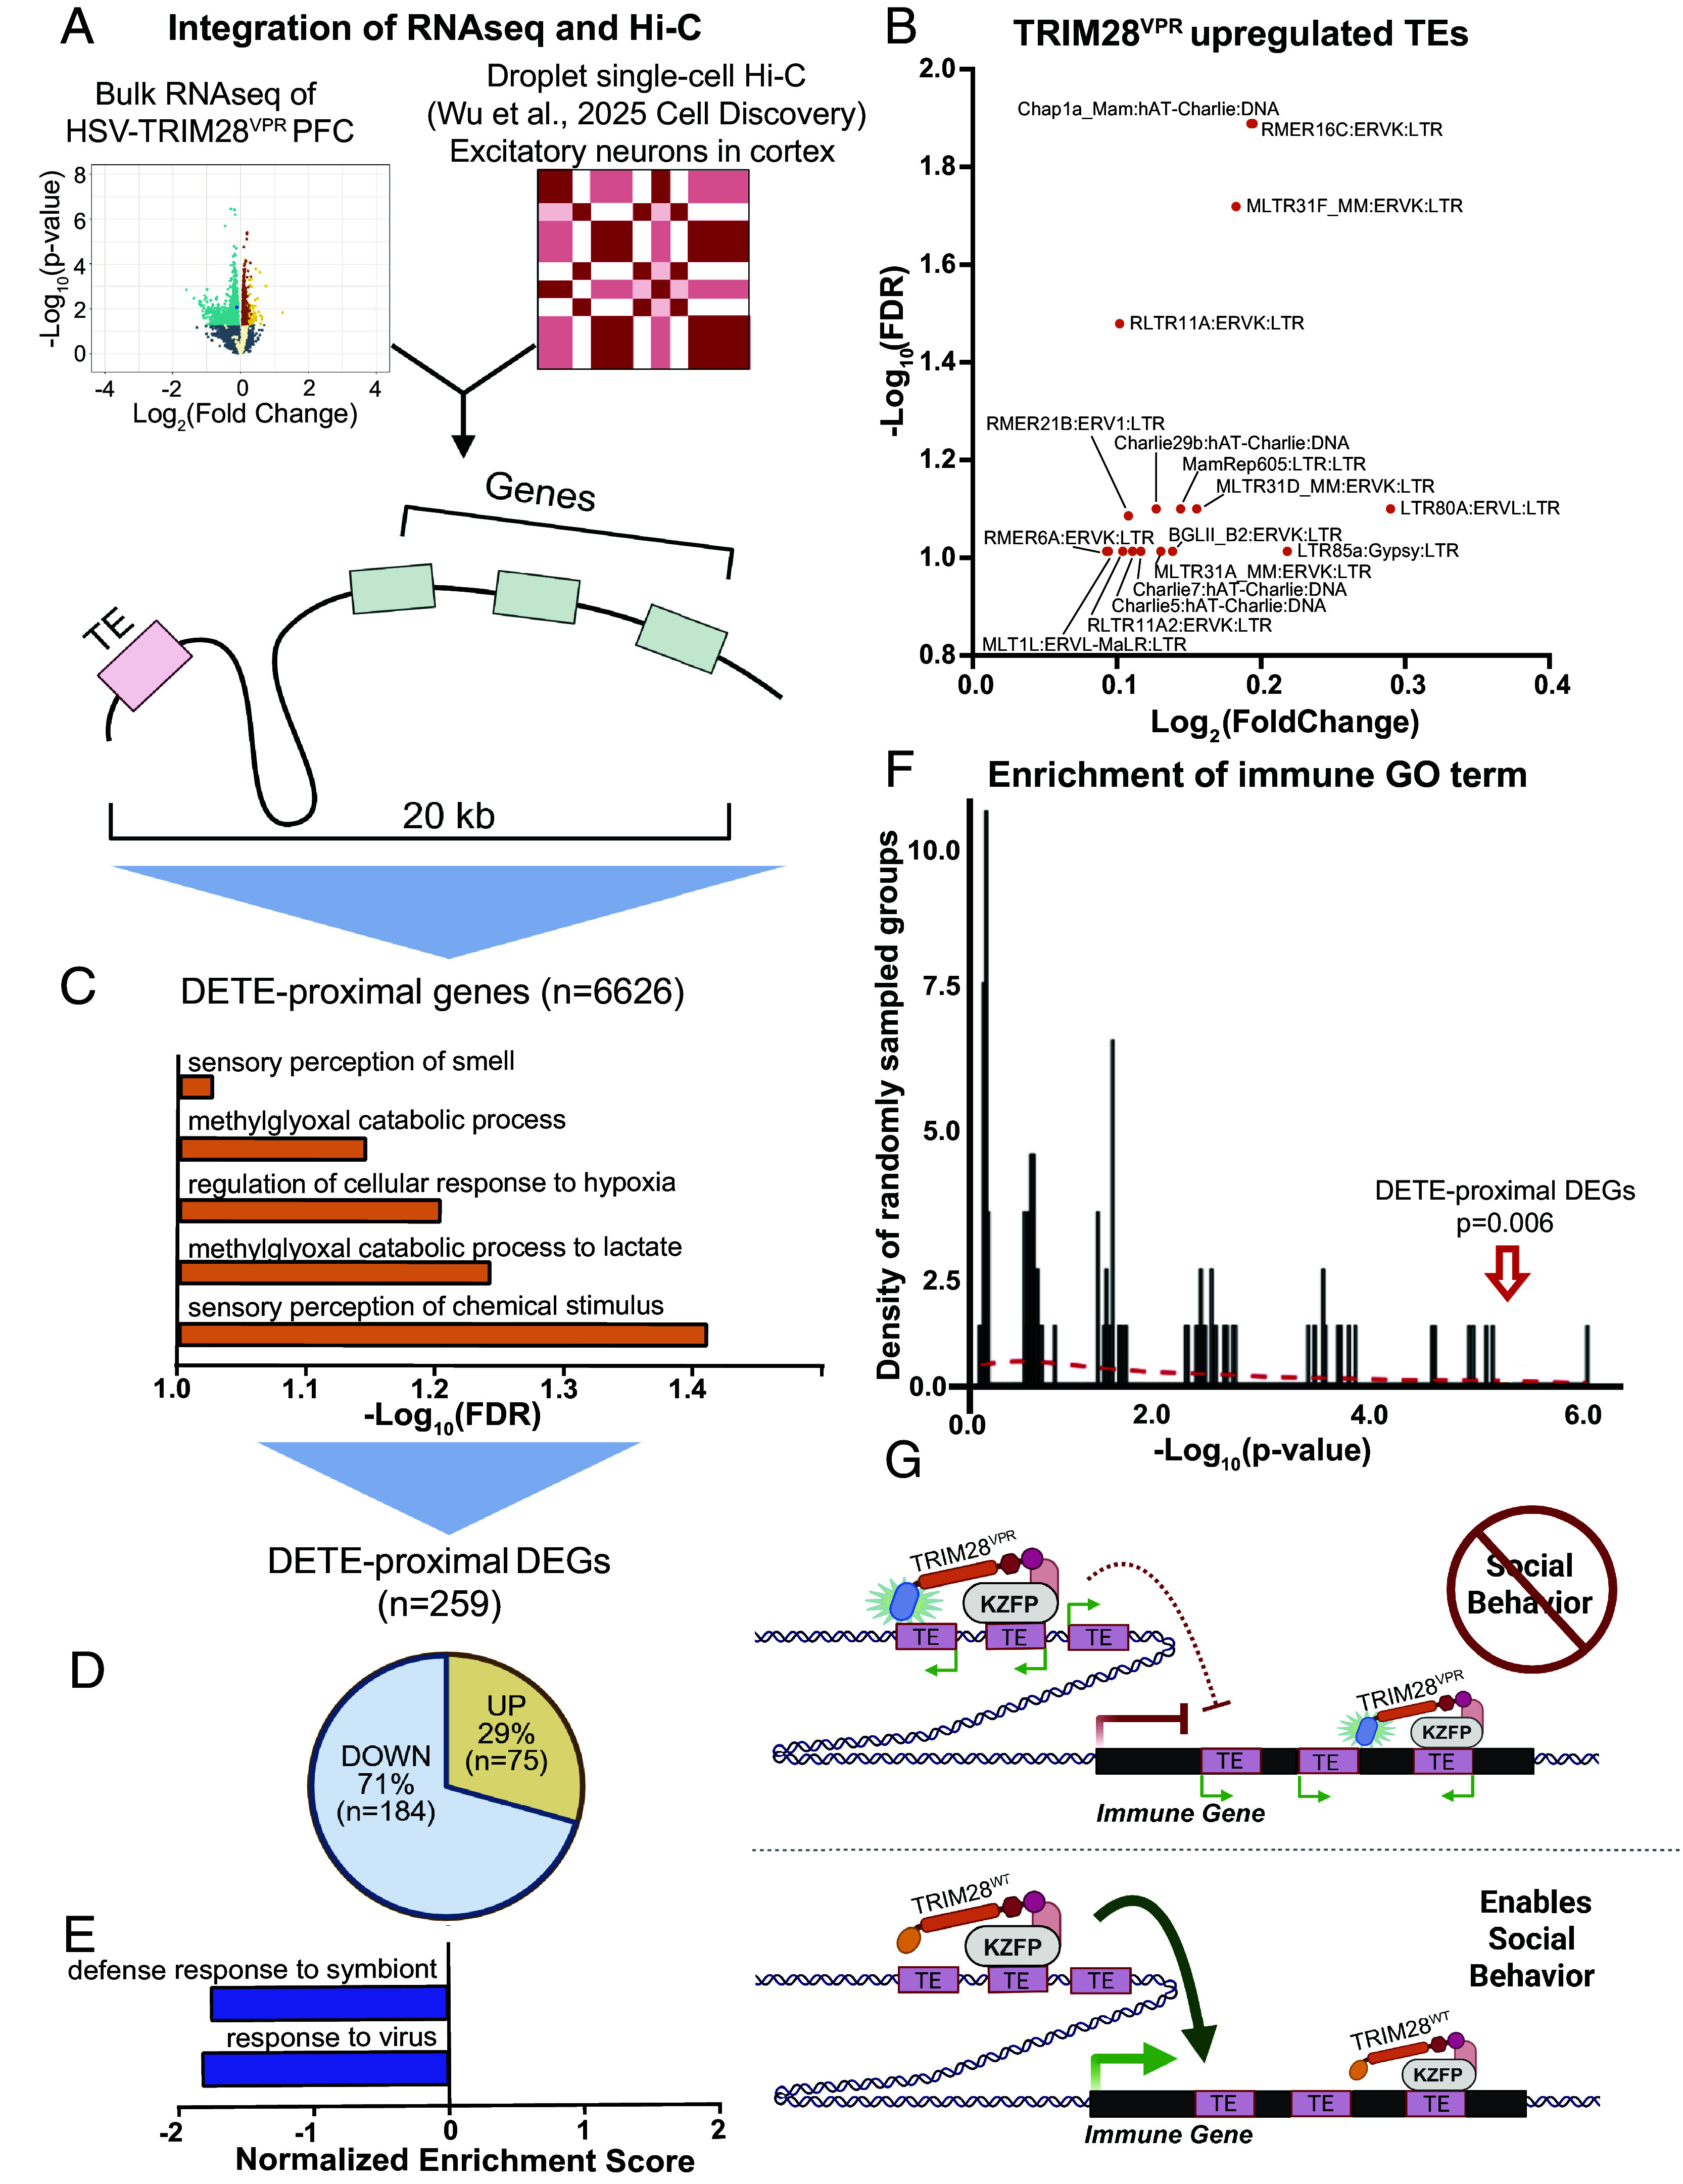
TEs released by TRIM28^VPR^ impair proximal immune gene expression. (*A*) Schematic of the integration of bulk RNAseq data from TRIM28^VPR^-treated mouse PFC and droplet single cell Hi-C analysis to determine genes in contact with DETE sites. A limit of 20 kb was used to identify contact pairs that are likely to represent *cis*-regulatory contacts. (*B*) TRIM28^VPR^ DETEs (all upregulated) that survive a significance cutoff of FDR < 0.1 (n = 17). (*C*) Overrepresentation analysis of gene ontology (GO) terms of all genes identified as forming contact pairs with a DETE within 20 kb (DETE-proximal genes, n = 6,626). Top five enriched GO terms are shown. (*D*) Breakdown of DETE-proximal DEGs (n = 259) by direction of regulation, demonstrating most DETE-proximal DEGs are downregulated (71%). (*E*) GSEA of DETE-proximal DEGs demonstrates enrichment for downregulated immune terms. All significant terms are shown. (*F*) Random sampling analysis of 100 subsets of n = 259 DETE-proximal genes for a representative significant immune GO term demonstrates that the DETE-proximal DEG subset is particularly enriched for immune-related genes (*P* = 0.006, percentile score = 1.98). (*G*) Cartoon depicting the proposed molecular mechanism linking PFC TRIM28 dysfunction and function to transposable elements, gene expression, and social behaviors. (*Top*) TRIM28^VPR^ activates the expression of TEs proximal to immune genes, which impedes immune gene expression and disrupts social behaviors. (*Bottom*) TRIM28^WT^ maintains transcriptional silencing of TEs, which enables immune gene expression and facilitates complex social behaviors.

### Repletion of PFC Immune Function Rescues TRIM28^VPR^-Driven Social Deficits.

To determine whether the observed social deficits were causally produced by HSV-TRIM28^VPR^-driven deficiencies in PFC immune function, we tested whether treating HSV-TRIM28^VPR^ mice with exogenous interferon could restore normal social behavior. We codelivered HSV-TRIM28^VPR^ with a mixture of 10 ng each of interferon beta and gamma (IFN) or saline vehicle (VEH) and completed three-chamber social interaction on day four postsurgery, mirroring the timeline used in Figs. 2 and 5*A*. We observed that transduction with HSV-TRIM28^VPR^ + VEH recapitulated the social behavior deficit in session three as previously observed, with mice displaying no preference for novel social interaction (Fig. 5*B*, *P* > 0.05, two-way ANOVA with Bonferroni correction). However, HSV-TRIM28^VPR^ + IFN mice restored a preference for novel social interaction in this session (Fig. 5*C*, *P* = 0.0071, two-way ANOVA with Bonferroni correction). Interestingly, in session two, HSV-TRIM28^VPR^ + IFN mice displayed further increased sociability compared to HSV-TRIM28^VPR^ + VEH, spending increased total time spent socializing with the target mouse (Fig. 5*B*, *P* = 0.0409, two-way ANOVA with Bonferroni correction). Finally, we confirmed that administration of exogenous IFN did not impede HSV-mediated transduction of PFC neurons (*SI Appendix*, Fig. S6). These data indicate that disruption of endogenous immune functions is directly responsible for the observed HSV-TRIM28^VPR^-mediated social deficits and that these behavioral deficits are reversible by restoring interferon function in PFC.

**Fig. 5.**
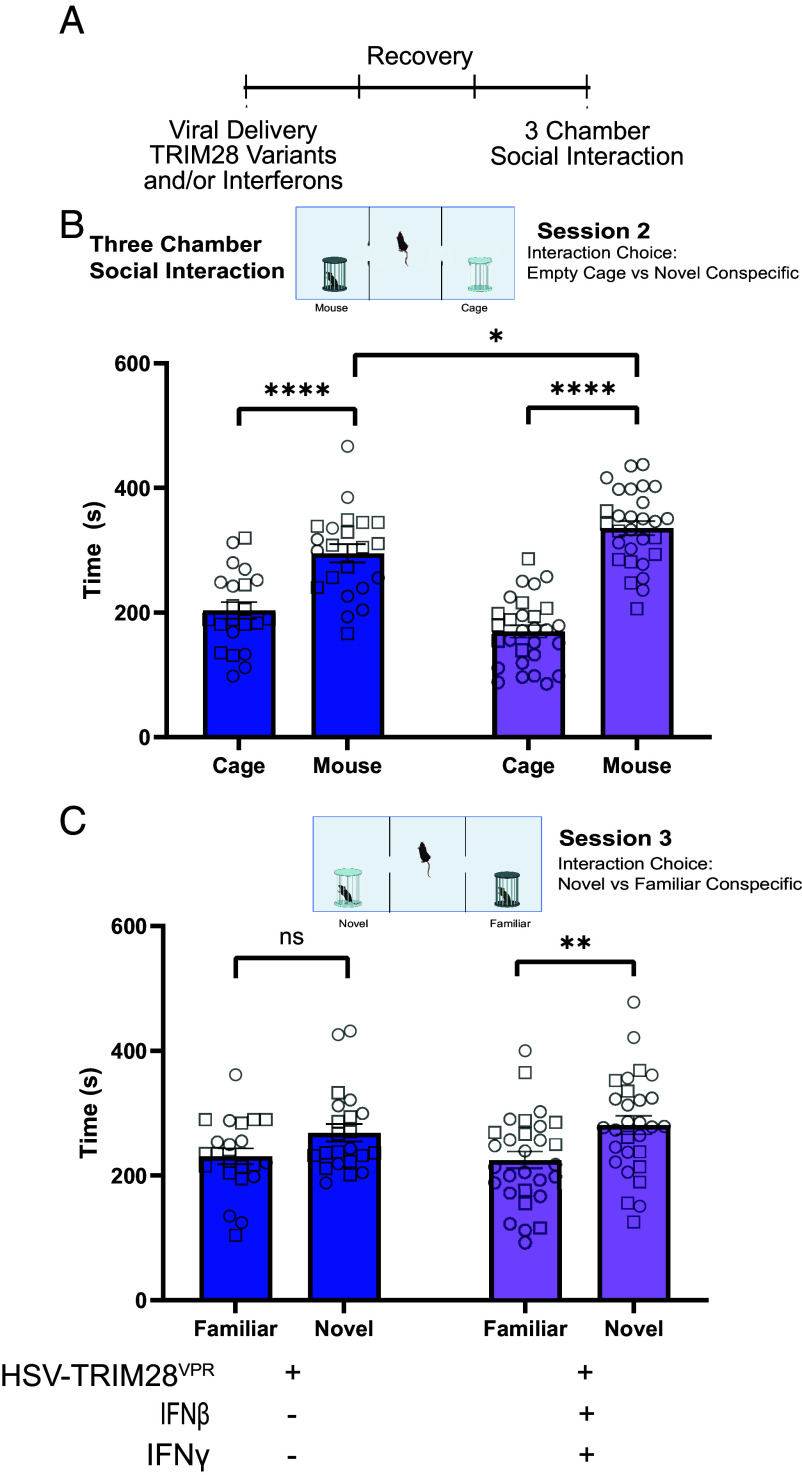
Repletion of PFC interferon function rescues TRIM28^VPR^-driven social deficits. (*A*) Timeline of viral delivery and three-chamber social Interaction testing. Each hash represents 1 d (HSV-TRIM28^VPR^ + VEH: n = 10 females, 12 males; HSV-TRIM28^VPR^ + IFN: n = 9 females, 20 males). (*B*) Coadministration of HSV-TRIM28^VPR^ with exogenous IFNβ and IFNγ increases time spent socializing with a novel age- and sex-matched conspecific in Session 2 of three-chamber social interaction (Interaction term *P* = 0.003; HSV-TRIM28^VPR^ + IFN “Mouse” v. HSV-TRIM28^VPR^ + VEH Mouse, *P* = 0.0409, two-way ANOVA with Bonferroni correction). Both HSV-TRIM28^VPR^ + IFN and HSV-TRIM28^VPR^ + VEH-treated groups displayed preference for social interaction over the empty cage (*P* < 0.0001, two-way ANOVA with Bonferroni correction). (*C*) In Session 3, HSV-TRIM28^VPR^ + VEH displayed a lack of preference for novel social interaction, while HSV-TRIM28^VPR^ + IFN restored preference for novel social interaction (Interaction term *P* = 0.5226; pairwise *P* > 0.05, = 0.0071, respectively, two-way ANOVA with Bonferroni correction). Squares indicate females; circles indicate males.

## Discussion

Here, we demonstrate that TRIM28 functions in mouse PFC to repress and stabilize genomic TEs, enable immune gene expression, and facilitate complex social behaviors characterized by awareness and interest in social novelty. By inverting normal repressive TRIM28 function using synthetic HSV-TRIM28^VPR^, we demonstrated that mice developed social deficits characterized by loss of preference for novel social interaction in three-chamber social interaction and five-trial social memory tasks and a diminished capacity to engage in complex social hierarchies in the social dominance tube test (Fig. 2), without producing any nonsocial behavioral or cognitive deficits (*SI Appendix*, Figs. S2 and S3). We observed HSV-TRIM28^VPR^ caused substantial activation of TEs and downregulation of genes involved in immune functions, including response to type 1 and type 2 interferon (Fig. 3). These TRIM28-regulated TEs form proximal contacts with immune-related genes in 3D chromatin conformation, and the transcriptional escape of TEs via HSV-TRIM28^VPR^ impedes immune gene expression (Fig. 4). HSV-TRIM28^VPR^-driven social deficits were reversible by exogenous supplementation of interferon cytokines (Fig. 5), indicating that these social deficits were causally produced by impairments in PFC immune signaling.

These data are consistent with a growing body of literature linking social behaviors with brain adaptive immune functions (6–8, 23, 25, 49–56). Here, we find that KZFP/TRIM28-mediated genomic stability of cortical TEs is a key molecular mediator that links brain immune gene expression and complex prosocial behaviors. Further, the use of TRIM28 variants, including TRIM28^NFD^ which compete with endogenous TRIM28 function, suggests that TE silencing in this brain region is not solely established at singular developmental timepoint, but rather is constantly maintained by the persistent functions of TRIM28 and related molecular processes in the PFC. Thus, the conditions in which KZFPs, TRIM28, and TEs become dysregulated in the brain may contribute to our understanding of social dysfunction that characterizes many brain disorders.

Interestingly, we observed HSV-TRIM28^VPR^-mediated downregulation of immune genes is particularly driven by genes in proximal contact pairs with activated TEs (Fig. 4). Given the existing literature linking TE-rich genomic regions with *cis*-regulatory mechanisms (14–19), we posit that these TRIM28-controlled genomic loci may regulate immune genes, particularly interferons, through *cis*-regulatory mechanisms that require stabilization and repression of TEs. Notably, while a broad set of canonical genes exist in contact pairs with TRIM28^VPR^-dysregulated TEs, a disproportionately immune-enriched subset also appear as TRIM28^VPR^ DEGs, suggesting a targeted regulatory relationship between TEs and immune genes. This recapitulates existing literature suggesting that *cis*-regulatory mechanisms evolved by co-opting specifically intronic and intergenic TE-rich regions and further supports our hypothesized mechanism (Fig. 4*G*) (46).

While the immune-related DEG profile of HSV-TRIM28^VPR^- and HSV-TRIM28^NFD^-treated mice is consistent with a decrease in inflammatory signaling (Figs. 3 *I*–*K*, 4*E*, and *SI Appendix*, Figs. S4 and S5), the social behavioral profile is similar to that of a sickness-like or inflammation-induced phenotype, which is characterized by a decreased social novelty preference and a disruption to social hierarchy (57–59). However, mice lacking adaptive immunity (SCID mice) or the IFNγ gene also display a lack of social approach reversible by introduction of lymphocytes from IFNγ-competent mice (21), similar to how interferon repletion prevented the deficits induced by HSV-TRIM28^VPR^ (Fig. 5). This suggests that a balance of immune system activity is required to maintain a typical social behavioral profile.

All experiments presented in this study were completed with both male and female mice. In our behavioral studies, we initially included sex as a variable in multiway ANOVA statistical analysis to account for the possibility of detecting a sex difference in the behavioral consequences of dysregulation of TRIM28 transcription. However, we elected to combine all male and female data as there was no significant difference between sexes in any assay measured (Three-way ANOVA, main effect for sex *P* > 0.05; Dataset S7). The absence of a detectable sex difference in our social behavioral data supports the notion that TRIM28-mediated PFC molecular mechanisms similarly govern complex social behavior in both male and female mice, irrespective of well-noted baseline sex differences in the rodent social behaviors (60, 61).

Notably, chromatin modifications and TE dysregulation in the brain have been linked to ASD and ASD-like phenotypes in human populations and in animal models, particularly those with social behavior deficits (62–71). Heterozygous deletions or conditional knockouts of *TSHZ3*, a repressive zinc finger protein, in mice cause changes in social and repetitive behaviors similar to individuals with ASD (63, 69). In particular, *TSHZ3* conditional knockout in cortical projection neurons, such as those targeted by our PFC-delivered HSV, specifically impacts social, but not repetitive, behaviors (69). Additionally, the inhibition of brain chromatin-modifying enzymes such as HDACs has been shown to both induce and rescue social behavior deficits in different mouse models of ASD (62, 64–66). Further, prenatal exposure to the nonspecific HDAC inhibitor valproic acid causes the release of endogenous retroviruses, which persists across multiple generations of mice and is associated with social deficits that also persist across generations (65). TE transposition has been linked to social behaviors in canine studies, with the direction of effects dependent upon the genes affected by TE insertion (71). In several human sequencing studies, insertions of TEs have been linked to ASD, and these are particularly prevalent in intronic and intergenic regions, often enriched in known ASD risk genes (67, 68, 70).

Previously, our group has shown that a particular member of the KZFP family, ZFP189, modulates social behavior while tuning TE-dependent, immune-related neurobiological mechanisms (22). Here, we utilize novel TRIM28 variants to induce transcriptional dysregulation via the collective function of the KZFP family of proteins. We observed consistency in results, as inverting the function of either ZFP189 or TRIM28 induced social behavioral deficits while sparing nonsocial behaviors. This points to PFC KZFPs beyond just ZFP189 as involved in regulating social behaviors. Interestingly, these social deficits are nuanced, characterized by disruptions in the valence of social novelty and cooperative group-based behaviors, but not social recognition and memory, which suggests impact to higher-order, complex social cognition. The exact cognitive or motivational underpinnings, and the full resolution of these behavioral deficits, require future clarification.

In sum, we present a synthetic biology approach to collectively dysregulate the transcriptional control of the KZFP family of proteins within the PFC via re-engineering of their cognate binding partner TRIM28. In this manner, we observed that intra-PFC function of TRIM28 is necessary to maintain normal social behaviors, particularly higher-order social cognition involved in the salience of novel and group-based social interactions. Further, we showed that the gene transcriptional changes caused by inversion of TRIM28 transcriptional control are characterized by derepression of TEs and disruption of immune-related genes modulated by proximal TE-rich genomic regions. This work further clarifies the brain molecular link between PFC KZFP function, TE stability, and immune expression, all of which form a molecular regulatory axis to enable complex social behaviors necessary for group living.

## Materials and Methods

See the *SI Appendix* for a more detailed description of all methods.

### Subjects.

Male and female C57BL/6J mice (8 to 10 wk old) from Jackson Laboratories were used. Mice were group housed (5 mice/cage) on a 12-h light/dark cycle (lights on at 6 am/off at 6 pm) with ad libitum access to food and water. All mice were used in accordance with protocols approved by the Institutional Care and Use Committees at Virginia Commonwealth University School of Medicine.

### Viral Packaging.

We de novo synthesized TRIM28^NFD^, TRIM28^WT^, and TRIM28^VPR^ and subcloned each variant into HSV expression plasmids via ThermoFisher Scientific gateway LR Clonase II cloning reaction and Gateway LR Clonase II Enzyme mix kit (catalog number 11791-020 and 11971-100). Colonies were Maxi-prepped (Qiagen Cat # 12163) and shipped to the Gene Delivery Technology Core at Massachusetts General Hospital for HSV packaging. Once packaged, aliquots were made and stored in −80 °C to be used in viral gene transfer through stereotaxic surgery.

### Viral Gene Transfer.

Stereotaxic surgeries targeting the PFC were performed as previously described (31, 32). For the interferon repletion experiment, HSV-TRIM28^VPR^ was codelivered with a mixture of 10 ng each of interferon beta and gamma (Thermo Fisher) (IFN) or saline vehicle (VEH).

### N2a Cell Culture.

*Mus musculus* Neuro-2a (N2a; ATCC^®^ CCL-131™) neuroblast cell culture was grown and maintained as previously described (22).

### ZNF189RE- RenSP pLV[Exp]- EGFP:T2A:Puro Cloning and Lentivirus Packing.

The ZNF189 response element (RE)-basal TK promoter-RenSP luciferase gene from our previous ZNF189RE-RenSP luciferase reporter vector (22) was synthesized and subcloned into a Mammalian Gene Expression Lentiviral Vector (pLV[Exp]-EGFP:T2A:Puro) and packaged in lentivirus at a titer of 4.82 × 10^8^ TU/mL by VectorBuilder. The vector ID is VB230720-1406wne, which can be used to retrieve detailed information about the vector on vectorbuilder.com.

### ZNF189RE- RenSP-N2a Stable Cell Pool.

Low passage N2a cells (p5.5) were plated in a 6-well plate (3 × 10^5^ cells per well) and were grown until 70% confluent at the time of transduction. Following the Lentivirus In Vitro Applications User Instructions (Version 2.0, 2022-01-07) from VectorBuilder, cells were infected with the virus at multiplicity of infection (MOI) = 2, 3, and 5 in 1 mL of medium. When the vector EGFP expression was visible under fluorescence microscopy (Bio-Rad ZOE™ Fluorescent Cell Imager) from day 2 of postinfection, puromycin selection (1.5 μg/mL in 3 mL of medium per well) was applied for 4 d until uninfected cells were killed. Transduced cells with MOI of 2, 3, and 5 were mixed together as a ZNF189RE- RenSP-N2a stable pool and maintained in medium containing 2 μg/mL puromycin.

### Transfection and Luciferase Reporter Assay.

Using normal N2a cells, we applied the Effectene Transfection Reagent (Qiagen # 301427) to cotransfect the reporter plasmid DNA of ZNF189 RE (25 ng) with our synthetic TRIM28 variants and an unmodified ZFP189 expression plasmid DNA (100 to 120 ng with equal molar weight). In our RE-RenSP-N2a stable pool, we performed transfection only with TRIM28 variant expression vectors using the same transfection protocol. An unmodified GFP empty expression vector (p1005gw Δ*CCDB*) and an expression plasmid containing an untethered VPR domain were used as background controls.

On day 3 posttransfection, using a BMG Labtech POLARstar Omega Microplate Reader, the GFP Fluorescent (FI) was measured for equal transfection efficiency confirmation and normalization, followed by relative luminescence unit (RLU) using Renilla luciferase assay system (Promega, #E2820).

### Western Blot.

Western blots were performed in cultured N2a cells and in PFC tissue homogenate. Protein concentrations were determined using Pierce™ 660 nM Protein Assay Reagent (Thermo Fisher, #1861426). Membranes were probed with Trim28 antibody (Invitrogen, #MA5-32378, 1:2,000 dilution) followed by StarBright Blue 700 Goat Anti-Rabbit IgG (Bio-Rad, #12004161, 1:5,000 dilution), hFABTM Rhodamine Anti-Tubulin Primary Antibody (Bio-Rad, #12004165, 1:7,500 dilution), and hFABTM Rhodamine Anti-Actin Primary Antibody (Bio-Rad, #12004163, 1:5,000 dilution. Images were acquired by ChemidocMP Imaging System (Bio-Rad, #12003154).

### Behavioral Testing.

Behavioral analyses were performed automatically by video tracking software (Ethovision Noldus) (72). All behavioral tests were performed in a specified behavioral suite under red light.

### Three-Chamber Social Interaction Test.

The three-chamber test was used to assess sociability (session 2) and interest in social novelty or social discrimination (session 3). The test consisted of three 10-min sessions, beginning with a habituation session. Time spent in each chamber was recorded. Sociability was measured by comparing the time spent in the chamber with the novel mouse versus an empty cup. Social novelty was measured by comparing the time spent in the chamber with a novel versus familiar mouse.

### Five-Trial Social Memory Test.

Five-trial social memory was tested as previously described (22, 33) to determine ability to recognize novel versus familiar animals. Time spent in the interaction zone for the first minute of each trial was measured.

### Social Dominance Tube Test.

Animal social dominance was tested as previously described (22, 34, 35). For 5 d, baseline social hierarchy was determined by once-daily tube tests for all animals within a five-mouse cage in a randomized order. In each cage, the most dominant and most subordinate mice received intra-PFC HSV-TRIM28 variants, whereas the remaining cage-mates received intra-PFC HSV-GFP. For the following 5 d, the tube tests were repeated to determine postsurgery social hierarchy. Social dominance was measured by calculating the percentage of wins in the tube test (number of wins/number of tests × 100%).

### Elevated Plus Maze.

Elevated plus maze was performed according to established procedure (73). The percentage of time spent in the open arms was calculated (time spent in open arms/300 s) × 100% = % time spent in open arms).

### Novelty Suppressed Feeding.

Following 8 h of food restriction beginning at lights on, mice were individually placed in a large rat cage containing bedding and a single piece of normal chow for 10 min. Latency to feed was manually scored by a researcher blind to treatment.

### Novel Object Recognition Test.

Novel object recognition in the Y maze was tested as previously described (36, 37). Correct alternations in the Y maze were scored based on whether a mouse explored all three arms of the maze before repeating an arm. Novelty preference index was calculated on the second trial, defined as percent of time spent interacting with the novel object divided by total time spent interacting with either object.

### Sucrose Preference Test.

Sucrose preference test was performed as previously described (74). Percent sucrose preference is expressed as (Δ weight sucrose)/(Δ weight sucrose + Δ weight water) × 100%.

### Tissue Preparation and RNA Sequencing.

Mice virally manipulated with HSV-TRIM28^NFD^, -TRIM28^WT^, -TRIM28^VPR^, or HSV-GFP were used in RNAseq analysis. PFC tissue collection and RNA extraction, purification, and sequencing were performed as routinely done by our group (22, 75, 76).

### RNAseq Quality Control and Gene Quantification.

After quality control of raw FASTQ files, high-quality reads were aligned to the Mus musculus GRCm39 reference genome using STAR (version 2.7.11a) with the recommended parameters. We employed TEtranscripts (39) (version 1.09) in the quantification of both gene and TE expression levels by integrating genomic and RepeatMasker annotations (Hammell lab). After extraction of gene hit counts, the gene hit counts table was used for downstream differential expression analysis according to DESeq2’s standard pipeline. DEG lists were generated relative to the HSV-GFP virus condition, and all viral conditions were analyzed both separated by sex and with pooling across sexes. 

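Fitted within a sex against HSV-GFP of that sex, HSV-TRIM28 WT gave 1204 DEGs in females (731 higher and 473 lower) and 1443 in males (694 and 749). HSV-TRIM28 NFD gave 1437 in females (734 and 703) and 2296 in males (924 and 1372). HSV-TRIM28 VPR gave 1660 in females (950 and 710) and 1580 in males (775 and 805). With adjustment by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 genes passed in females for any variant, and 0, 1 and 5 passed in males for HSV-TRIM28 WT, HSV-TRIM28 NFD and HSV-TRIM28 VPR. Whether an effect differed between the sexes was tested by the interaction of sex and virus. It gave 1844 genes with a P under 0.05 in HSV-TRIM28 WT, 1669 in HSV-TRIM28 NFD and 1709 in HSV-TRIM28 VPR. The number with an adjusted p under 0.05 was 0 in each, and the smallest was 0.0540, for Ppp1r3g in HSV-TRIM28 VPR (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With filterByExpr the interaction gave 950, 843 and 781 genes, of which 0, 0 and 1 had an adjusted p under 0.05 (smallest 0.0459 in HSV-TRIM28 VPR). With DESeq2 it gave 1397, 1213 and 1209, of which 1, 0 and 3 did (smallest 0.00296 in HSV-TRIM28 WT and 3.83e-04 in HSV-TRIM28 VPR). Interaction tests on the 2 interferon scores and on Trim28 gave 9 two-sided permutation p-values, of which the smallest was 0.0974, for the type II score in HSV-TRIM28 NFD (adjusted p = 0.704).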

Volcano plots with DEGs and DETEs were assembled using ggplot in RStudio. Raw and processed RNAseq gene expression data are available via the Gene Expression Omnibus data (GSE294558).

### Genomic Annotation of TE and Potential Regulated Genes.

We annotated genomic features overlapping with the origins of DETEs generated from the above analysis.

### DEG Analysis Approach.

DEG tables from DESeq2 and annotated DETE data tables from the above analysis were imported into RStudio for further analysis. DETEs were categorized by class and plotted using the ggplot package. Rank–rank hypergeometric overlap testing was completed on unfiltered DEG tables with DETEs excluded using the RRHO2 package. GSEA was conducted using WebGestalt (77) with a range in category size from 5 to 300 genes and ontology terms were calculated regardless of FDR. Results were plotted as a volcano plot using ggplot, and a significance criterion of FDR < 0.05 was applied. DETEs were filtered for unique genomic origins and sorted by their predicted annotated genomic features, then plotted using the ggplot package. We compiled all DEGs with a known TE association, then applied an unadjusted *P* < 0.05 cutoff from expression data from our DESeq tables. DEGs associated with DETEs were analyzed using overrepresentation analysis using WebGestalt (77), and the gene ontology results were plotted using ggplot.

### Hi-C Analysis.

Droplet single cell Hi-C (dscHi-C) data from the 3-mo-old mouse cortex were obtained from Wu et al. (47) (GEO Accession GSM8709626). Adjusted *P*-values were calculated for TRIM28^VPR^-regulated DETEs. Using only contact pairs originating from excitatory neurons, we identified contacts between DETE genomic locations and canonical genes within 20 kb (DETE-proximal genes, Dataset S4) and those within 20 kb that appeared in the TRIM28^VPR^ DEG list DETE-proximal DEGS, Dataset S5). Gene ontology or pathway enrichment analysis was performed (Dataset S6). Random sampling of 100 subsets from the total list of DETE-proximal genes was performed, and the enrichment *P*-value of the GO term “leukocyte activation involved in immune response” was determined for each subset, generating an empirical distribution with which to compare the DETE-proximal DEGs.

### Statistical Analysis.

The three-way ANOVA tests on social behavioral data were conducted using the rstatix package in R, and simple main effects were reported. Due to the lack of variance as a function of biological sex, all behavioral data were condensed to combine male and female data for further analysis. All data were otherwise analyzed in GraphPad Prism 10. In all figures, results were expressed as mean ± SE (SEM). Statistical analysis outputs from Prism are available in Dataset S7.

## Supplementary Material

Appendix 01

Dataset S01

Dataset S02

Dataset S03

Dataset S04

Dataset S05

Dataset S06

Dataset S07

## Data Availability

RNA sequencing data have been deposited in GEO Omnibus (GSE294558). Previously published data were used for this work (47).

# Supplementary material for: Derepression of transposable elements in the mouse prefrontal cortex disrupts social behavior
**Source:** Proc Natl Acad Sci U S A. 2025 Dec 17;122(51):e2510663122. doi: 10.1073/pnas.2510663122
**Supplement:** Supplementary file 1 — Appendix 01

## **SUPPLEMENTARY INFORMATION**

### **“Derepression of transposable elements in mouse prefrontal cortex disrupts social behavior”**

Kim, Smith, et al.

## **Materials and Methods**

### **Subjects**

Male and female C57BL/6 J mice (8 to 10 weeks old) from Jackson Laboratories were used. Mice were group housed (5 mice/cage) on a 12-hour light/dark cycle (lights on at 6am/off at 6 pm) with ad libitum access to food and water. All mice were used in accordance with protocols approved by the Institutional Care and Use Committees at Virginia Commonwealth University School of Medicine.

### **Viral packaging**

We *de novo* synthesized TRIM28<sup>NFD</sup>, TRIM28<sup>WT</sup>, and TRIM28<sup>VPR</sup> and sub-cloned each variant into HSV expression plasmids via ThermoFisher Scientific gateway LR Clonase II cloning reaction and Gateway LR Clonase II Enzyme mix kit (catalog number 11791-020 and 11971-100). Colonies were Maxi-prepped (Qiagen Cat # 12163) and shipped to the Gene Delivery Technology Core at Massachusetts General Hospital for HSV packaging. Once packaged, aliquots were made and stored in  $-80^{\circ}\text{C}$  to be used in viral gene transfer through stereotaxic surgery.

### **Viral gene transfer**

Stereotaxic surgeries targeting the PFC were performed as previously described<sup>31,32</sup>. Mice were anesthetized with I.P. injection of ketamine (100 mg/kg) and xylazine (10 mg/kg) dissolved in sterile saline solution. Mice were then placed in a small-animal stereotaxic device (Kopf Instruments) and the skull surface was exposed. 33-gauge needles (Hamilton) were utilized to infuse 1.0  $\mu\text{L}$  of virus at a rate of 0.2  $\mu\text{L}/\text{min}$  followed by a 5-min rest period to prevent backflow. For the interferon repletion experiment, HSV-TRIM28<sup>VPR</sup> was co-delivered with a mixture of 10 ng each of interferon beta and gamma (Thermo Fisher) (IFN) or saline vehicle (VEH). The

following coordinates were used to target the PFC: Bregma: anterior-posterior: +1.85 mm, medial-lateral  $\pm 0.75$  mm, dorsal-ventral  $-2.5$  mm,  $15^\circ$  angle.

### **N2a Cell culture**

*Mus musculus* Neuro-2a (N2a; ATCC<sup>®</sup> CCL-131<sup>™</sup>) neuroblast cell culture were maintained in 1:1 EMEM enriched / EMEM growth medium mixture (Quality Biological, #112-039-101; ATCC, #30 2003 or Corning, #10-009-CV) with 5% FBS (HyClone, #SH30071.03IH30-45) and 100 U/ml Penicillin Streptomycin (Gibco, #15140122) in a  $37^\circ\text{C}$  and 5%  $\text{CO}_2$  Thermo Scientific HERAcult-150i  $\text{CO}_2$  incubator. N2a cells were split twice weekly at 1:6 up to passage ~50 as previously described<sup>22</sup>.

### **ZNF189RE- RenSP pLV[Exp]- EGFP:T2A:Puro Cloning and lentivirus packing**

The ZNF189 response element (RE)-basal TK promoter-RenSP luciferase gene from our previous ZNF189RE-RenSP luciferase reporter vector<sup>22</sup> was synthesized and subcloned into a Mammalian Gene Expression Lentiviral Vector (pLV[Exp]-EGFP:T2A:Puro) and packaged in lentivirus at a titer of  $4.82 \times 10^8$  TU/ml by VectorBuilder. The vector ID is VB230720-1406wne, which can be used to retrieve detailed information about the vector on [vectorbuilder.com](https://vectorbuilder.com).

### **ZNF189RE- RenSP-N2a stable cell pool**

Low passage N2a cells (p5.5) were plated in a 6-well plate ( $3 \times 10^5$  cells per well) and were grown until 70% confluent at the time of transduction. Following the Lentivirus In Vitro Applications User Instructions (Version 2.0, 2022-01-07) from VectorBuilder, cells were infected with the virus at multiplicity of infection (MOI) = 2, 3, and 5 in 1ml of medium. When the vector EGFP expression was visible under a fluorescence microscopy (Bio-Rad ZOE<sup>™</sup> Fluorescent Cell Imager) from day 2 of post-infection, puromycin selection (1.5ug/ml in 3ml of medium per

well) was applied for 4 days until uninfected cells were killed. Transduced cells with MOI of 2, 3, and 5 were mixed together as a ZNF189RE- RenSP-N2a stable pool and maintained in medium containing 2ug/ml puromycin.

### **Transfection and luciferase reporter assay**

The day before transfection, approximately  $1.5\text{-}2 \times 10^4$  cells in 100ul medium per well (N2a or RE-RenSP-N2a stable pool) were seeded into 96-well clear bottom microplates with white walls (Corning, # 3610). Wells reached roughly 80-90% confluent in 24 hours. Using normal N2a cells, we applied the Effectene Transfection Reagent (Qiagen # 301427) to co-transfect the reporter plasmid DNA of ZNF189 RE (25ng) with our synthetic TRIM28 variants and an unmodified ZFP189 expression plasmid DNA (100-120ng with equal molar weight). In our RE-RenSP-N2a stable pool, we performed transfection only with TRIM28 variant expression vectors using the same transfection protocol. An unmodified GFP empty expression vector (p1005gw  $\Delta CCDB$ ) and an expression plasmid containing an untethered VPR domain were used as background controls.

On day 3 post-transfection, using a BMG Labtech POLARstar Omega Microplate Reader, the GFP Fluorescent (FI) was measured for equal transfection efficiency confirmation and normalization, followed by relative luminescence unit (RLU) using Renilla luciferase assay system (Promega, #E2820). Data was analyzed using GraphPad Prism 10 software.

### **Western blot**

For cell culture samples, N2a cells ( $4 \times 10^4$  cells in 1.5mL medium per well) were seeded in 6-well plate (Corning, #3516) and co-transfected the reporter plasmid DNA of ZNF189 RE (100ng) with our synthetic TRIM28 variants (400ng) using the Effectene Transfection Reagent (Qiagen, #301427). On day 2 post-transfection, cells were collected and separated into nuclear and

cytoplasmic fractions using NE-PER Nuclear and Cytoplasmic Extraction Reagents (Thermo Fisher, #78833). After protein concentration were determined using Pierce™ 660nM Protein Assay Reagent (Thermo Fisher, #1861426), 18.75 µg of protein from three biological replicates of cytoplasmic fractions was loaded onto a 7.5% Tris-Glycine gel (Biorad, # 5678024) and then separated through SDS-PAGE. After the transfer onto PVDF membrane, the membranes were blocked for one hour with 5% BSA in 0.1%Tween/1xTBST. Membranes were probed with Trim28 antibody (Invitrogen, #MA5-32378, 1:2000 dilution) for one hour at RT followed by StarBright Blue 700 Goat Anti-Rabbit IgG (Biorad, #12004161, 1:5000 dilution), hFABTM Rhodamine Anti-Tubulin Primary Antibody (Biorad, #12004165, 1:7500 dilution) and hFABTM Rhodamine Anti-Actin Primary Antibody (Biorad, #12004163, 1:5000 dilution) for one hour at RT. Images were acquired by ChemidocMP Imaging System (Biorad, #12003154). Data are representative of three independent experiments.

For tissue samples, TRIM28 variant-manipulated PFC tissue punches were collected (see “Tissue Preparation and RNA Sequencing” section below for further details). Tissue punches were lysed in Pierce™ RIPA buffer (Thermo Fisher, #89901) and protein concentrations were determined as above. Each well was loaded with 39 µg of protein homogenate, which was separated and blocked as above. Membranes were probed with Trim28 antibody (Invitrogen, #MA5-32378, 1:2000 dilution) overnight at 4°C, followed by the same secondary antibody protocol as above.

## **Behavioral testing**

Behavioral analyses were performed automatically by video tracking software (Ethovision Noldus)<sup>72</sup>. All behavioral tests were performed in a specified behavioral suite under red light.

## **Three chamber social interaction test**

The three chamber test was used to assess sociability and interest in social novelty or social discrimination. The testing arena consisted of three adjacent chambers (each 41 × 21 × 41 cm) separated by two clear plastic dividers and connected by open doorways (5 × 9 cm). The test consisted of three 10-min sessions. The subject mouse begins each session in the middle chamber. In the first session, subject mice were habituated to the arena and allowed free investigation of the three chambers. In the subsequent sociability session, a novel C57BL/6J sex- and age-matched conspecific (target mouse 1) was placed in a cylindrical cage (20 cm height × 10 cm diameter solid bottom; with clear bars spaced 2 cm apart) in one of the side chambers and an identical cage was placed in the opposite side chamber. In the social novelty session, the empty cage was replaced by target mouse 1 in a fresh cage. A second novel C57BL/6J sex- and age-matched conspecific (target mouse 2) was placed at the previous position of target mouse 1 in a new cylindrical cage. The chamber and cylindrical cages were thoroughly cleaned with 70% EtOH between animals and before the first animal. Time spent in each chamber was recorded. Sociability was measured by comparing the time spent in the chamber with the novel mouse vs. an empty cup. Social novelty was measured by comparing the time spent in the chamber with a novel vs. familiar mouse.

### **Five-trial social memory test**

Five-trial social memory was tested as previously described<sup>22,33</sup> to determine ability to recognize novel versus familiar animals. Subject mice were placed into the open arena (43 × 43 × 43 cm) with an empty wire cage (10 × 5 × 30 cm) at one side (interaction zone) and given 2.5 min of habituation to explore the arena before being returned to their home cage. A novel C57BL/6J sex and age-matched conspecific was then placed within the wire cage (interaction zone), and subject mice were placed back into the open arena for four subsequent 2.5 min trials with a 10 min inter-trial interval. In trial 5, a novel C57BL/6J sex and age-matched conspecific was

placed within the interaction cage to measure dishabituation. Time spent in the interaction zone for the first minute of each trial was measured.

### **Social dominance tube test**

Animal social dominance was tested as previously described<sup>22,34,35</sup> in a transparent Plexiglas tube measuring 30.5 cm in length and 3 cm diameter, a size sufficient to permit one subject mouse to pass through without being able to reverse direction. The tube was set on a plastic table in the designated behavioral suite and trials were manually recorded by a researcher blind to experimental groups. Animals were placed at opposite ends of the tube and released. A subject was declared the “winner” when its opponent backed out of the tube, with all 4 paws outside of the tube. The maximum test time allowed was 2 min. For 5 days, baseline social hierarchy was determined by once-daily tube tests for all animals within a five-mouse cage in a randomized order. In each cage, the most dominant and most subordinate mice received intra-PFC HSV-TRIM28 variants whereas the remaining cage-mates received intra-PFC HSV-GFP. For the following 5 days, the tube tests were repeated to determine post-surgery social hierarchy. Social dominance was measured by calculating the percentage of wins in the tube test (number of wins/number of tests x 100%).

### **Elevated plus maze**

The EPM apparatus is constructed of black Plexiglas and consists of two open arms (33 × 6 cm) and two closed arms (33 × 9.5 × 20 cm) facing connected by a central platform (5 × 7 cm)<sup>73</sup>. The maze was elevated 63 cm above the floor. C57BL/6J mice (31 mice across two cohorts following 3 chamber social interaction testing, and 29 mice across two cohorts with no prior behavioral test) were placed individually in the right-side closed arm facing the center of the plus-maze. Placement of all four paws into an arm was registered as an entry in the respective arm. The time spent in each arm and total locomotion was recorded during the 5 min EPM test.

The platform of the maze was cleaned with 70% EtOH following each trial and before the first trial. The percentage of time spent in the open arms was calculated (time spent in open arms/300 s) x 100% = % time spent in open arms).

### **Novelty suppressed feeding**

The novelty suppressed feeding arena consisted of a large rat cage (30 x 19 x 39 cm) containing woodchip bedding and a single pellet of normal chow. Following 8 hours of food restriction beginning at lights on, mice were individually placed in the arena for 10 minutes. Latency to feed was manually scored by a researcher blind to treatment. If a test mouse did not approach the food and begin to feed by the end of the 10-minute trial, the mouse was returned to its home cage, and a latency of 10 minutes was recorded.

### **Novel object recognition test**

Novel object recognition was tested as previously described<sup>36,37</sup>. 24 hours prior to the test day, subject mice were allowed to freely explore and habituate to the Y-maze arena for 10 minutes. Correct alternations were scored based on whether a mouse explored all three arms of the maze before repeating an arm. On the test day, subject mice underwent two test trials with a 10-minute inter-trial interval. The first trial presents subject mice with two identical object copies in two arms of the Y-maze arena. Following 5 minutes of exploration, subject mice were returned to their home cage. During the inter-trial interval, the arena and both interaction objects were thoroughly cleaned with 70% EtOH, and one object was replaced with a second, completely different object. Subject mice were returned to the arena and again allowed to explore both objects. The arena and all interaction objects were thoroughly cleaned with 70% EtOH between each subject mouse and before the first trial of the day. Novelty preference index was calculated on the second trial, defined as percent of time spent interacting with the novel object divided by total time spent interacting with either object.

### **Sucrose preference test**

Sucrose preference test was performed as previously described<sup>74</sup>. Following the novel object recognition test, mice were single housed with *ad libitum* access to food and two bottles: one with water and one with 1% w/v sucrose solution. For four days, liquid intake was measured daily by weighing the bottles, and the left/right positions of the bottles were swapped to avoid position preferences. Percent sucrose preference is expressed as  $(\Delta \text{weight sucrose})/(\Delta \text{weight sucrose} + \Delta \text{weight water}) \times 100\%$ .

### **Tissue preparation and RNA sequencing**

Mice virally manipulated with HSV-TRIM28<sup>NFD</sup>, -TRIM28<sup>WT</sup>, -TRIM28<sup>VPR</sup>, or HSV-GFP were used in RNAseq analysis. Mice were cervically dislocated and decapitated without anesthesia, and the brains were removed and sectioned into 1 mm coronal slices using brain matrices. Central tissue punch containing bilateral PFC (12 gauge; internal diameter, 2.16 mm) were snap frozen on dry ice and stored at -80 °C, as is routinely performed by our group<sup>22,75,76</sup>. RNA was extracted and purified using RNeasy (Qiagen, Hilden, Germany), and total RNA was quantified with the Qubit RNA HS Assay Kit (Thermo Fisher Scientific, Waltham, MA). RNA quality control assays were performed on the TapeStation 4200 (Agilent, Santa Clara, CA), and the average RNA integrity number for all samples exceeded 8.6. Ribosomal RNA depletion and library preparation (Illumina Ribo-Zero) was performed, and RNAseq was carried out at Genewiz with the following configuration: 2 × 150 paired-end reads on an Illumina (San Diego, CA) sequencing platform (HiSeq 2500) with a sequencing depth of ~52 million reads per sample (mean = 52 ± 0.45 million). Other overall sample sequencing statistics include the mean quality score (37.77 ± 0.05) and the percent of bases ≥ 30 (92.20 ± 0.19).

### **RNAseq quality control and gene quantification**

Raw RNAseq FASTQ files were subjected to quality control using FastQC (version 0.11.9) to assess read quality. Adapter sequences were removed using Trimmomatic (version 0.39) with further trimming off low-quality bases (16 bases and 3 bases from the head and tail, respectively). We also dropped the 4-base window of average sequencing quality < 15 and finally the reads less than 50 bases. After the quality control, high-quality reads were aligned to the *Mus musculus* GRCm39 reference genome using STAR (version 2.7.11a) with the recommended parameters. We employed TEtranscripts<sup>39</sup> (version 1.09) in the quantification of both gene and TE expression levels by integrating genomic and RepeatMasker annotations (Hammell lab). After extraction of gene hit counts, the gene hit counts table was used for downstream differential expression analysis.

The RNAseq count data were normalized, and dispersion estimates were obtained according to DESeq2's standard pipeline. DEG lists were generated relative to the HSV-GFP virus condition, and all viral conditions were analyzed both separated by sex and with pooling across sexes. Wald tests were performed to determine differentially expressed genes (DEGs) and differentially expressed transposable elements (DETEs). Gene and TE IDs with p-values < 0.05 were considered DEGs and DETEs respectively. Volcano plots with these DEGs and DETEs were assembled using ggplot in Rstudio. Raw and processed RNAseq gene expression data are available via the Gene Expression Omnibus data (GSE294558).

### **Genomic annotation of TE and potential regulated genes**

We annotated genomic features overlapping with the origins of DETEs in generated from the above analysis. The genomic features included in this analysis were the promoter, enhancer, histone H3K4 tri-methylation and CTCF binding site revealed by ENCODE project, as well as the exon, intron, UTR from GRCm39 gene annotations. For the overlapping enhancers, we

obtained their potential regulated genes predicted using ChIP-seq data from EnhancerAtlas v2.0<sup>48</sup>.

### **DEG analysis approach**

DEG tables from DESeq2 and annotated DETE data tables from the above analysis were imported into Rstudio for further analysis. DETEs were categorized by class and plotted using the ggplot package. Rank-rank hypergeometric overlap testing was completed on unfiltered DEG tables with DETEs excluded using the RRHO2 package. GSEA analysis was conducted using WebGestalt<sup>77</sup> with a range in category size from 5-300 genes and ontology terms were calculated regardless of FDR. Results were plotted as a volcano plot using ggplot, and a significance criteria of  $FDR < 0.05$  was applied. DETEs were filtered for unique genomic origins and sorted by their predicted annotated genomic features, then plotted using the ggplot package. We compiled all DEGs with a known TE association, then applied an unadjusted  $p < 0.05$  cutoff from expression data from our DESeq tables. DEGs associated with DETEs were analyzed using over-representation analysis using WebGestalt<sup>77</sup>, and the gene ontology results were plotted using ggplot.

### **Hi-C analysis**

Droplet single cell Hi-C (dschHi-C) data from 3 month old mouse cortex was obtained from Wu et al. (*Cell Reports* 2025)<sup>47</sup> (GEO Accession GSM8709626). Adjusted p-values were calculated for TRIM28<sup>VP</sup>-regulated DETEs, resulting in 17 DETEs at a 10% FDR cutoff, and we extracted the genomic locations of these DETEs and lifted them from GRCm39 coordinates to mm10 coordinates, as this is the reference genome utilized in the dschHi-C dataset. Using only contact pairs originating from excitatory neurons, we identified contacts between DETE genomic locations and canonical genes, limiting the flanking region size to 20kb to capture close range contacts more likely to represent *cis*-regulatory relationships (Supp. Dataset 4). These DETE-

proximal genes ( $n = 6626$ ) were filtered according to whether they appeared in the DEG list for TRIM28<sup>VPR</sup>, resulting in  $n = 259$  DETE-proximal DEGs (Supp. Dataset 5). Gene ontology or pathway enrichment analysis was performed using clusterProfiler for the list of all DETE-proximal genes (Supp. Dataset 6) and using WebGestalt<sup>77</sup> for DETE-proximal DEGs. Random sampling of 100 subsets of  $n = 259$  genes from the total list of  $n = 6626$  DETE-proximal genes was performed, and the enrichment p-value of the GO term “leukocyte activation involved in immune response” was determined for each subset, generating an empirical distribution with which to compare the DETE-proximal DEGs.

### **Statistical analysis**

The three-way ANOVA tests on social behavioral data were conducted using the rstatix package in R, and simple main effects were reported. Due to the lack of variance as a function of biological sex, all behavioral data was condensed to combine male and female data for further analysis. All data was otherwise analyzed in GraphPad Prism 10. In all figures, results were expressed as mean  $\pm$  standard error (S.E.M.). *In vitro* validation data was analyzed by one-way ANOVA with Bonferroni correction (Fig. 1c, e). Behavioral data was analyzed as two-way ANOVA with Bonferroni correction (Fig. 2b-c, e-g, j-k; Fig. 5a-b), one-way ANOVA with Bonferroni correction (Supp. Fig. 2b-d, f, h) and Wilcoxon signed rank test (Fig. 2j-k). The distribution of DETEs by class was compared by Chi-square goodness of fit test (Fig. 3d).  $P$ -value  $< 0.05$  was considered statistically significant. Experimental sample sizes were guided by power analyses and previously published experiments from our group and others. Animals were randomly assigned to viral treatment conditions. Experimenters were blind to treatment and experimental analysis was performed by automated Ethovision software. Statistical analysis outputs from Prism are available in Supplementary Dataset 7.

## Supplementary Figures

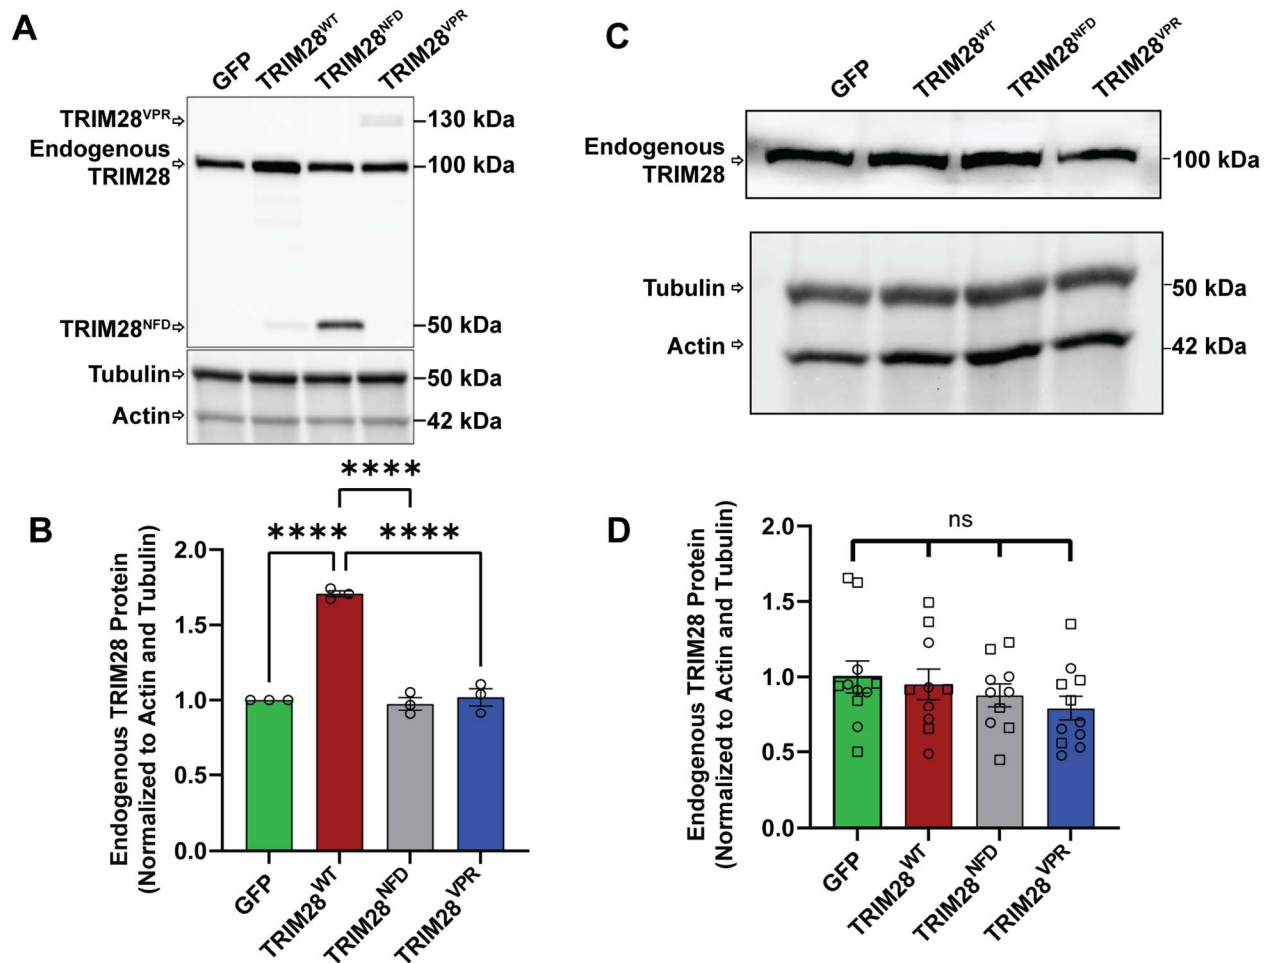

**Supplementary Figure 1: TRIM28 variants do not alter endogenous TRIM28 expression.** a) Representative image of western blot for TRIM28 protein in N2a cultured cells transfected with GFP or TRIM28 variant plasmids. TRIM28<sup>WT</sup> and endogenous TRIM28 runs at the expected molecular weight of 100 kDa, while TRIM28<sup>NFD</sup> runs at 50 kDa, and TRIM28<sup>VPR</sup> runs at 130 kDa. b) Quantification of TRIM28 band (100 kDa) in each variant, normalized to tubulin and actin housekeeping genes. TRIM28 is expressed at a significantly higher quantity in the TRIM28<sup>WT</sup> group than in the GFP, TRIM28<sup>NFD</sup>, and TRIM28<sup>VPR</sup> groups (n = 3 per group, p < 0.0001 for all comparisons, one-way ANOVA with Bonferroni correction). c) Representative image of western blot for TRIM28 protein in microdissected, HSV-transfected PFC tissue punch. d) Quantification of TRIM28 band (100 kDa) in each variant condition, normalized to actin and tubulin housekeeping genes. Endogenous TRIM28 expression is not significantly different between conditions (n = 3 per group, p > 0.05, one-way ANOVA with Bonferroni correction). Squares indicate females; circles indicate males.

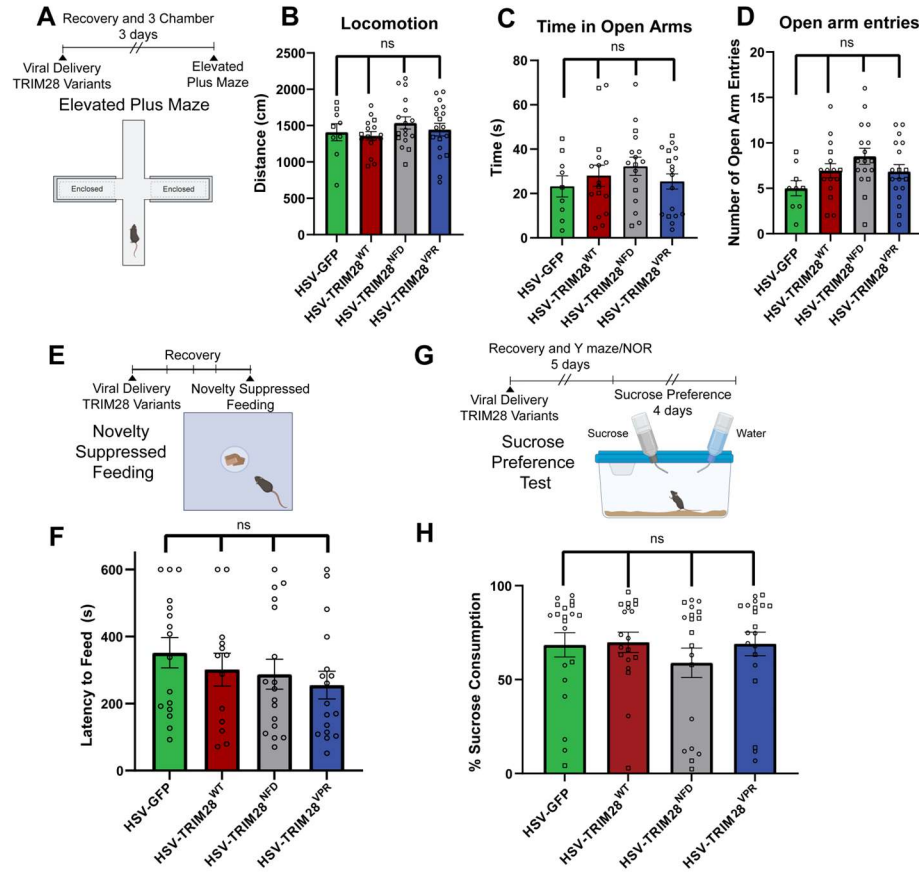

**Supplementary Figure 2: Disrupting PFC TRIM28 function does not impact basal or anxiety-like behaviors.** a) Timeline and schematic of the elevated plus maze (EPM) (HSV-GFP:  $n = 6$  males, 3 females; HSV-TRIM28<sup>WT</sup>:  $n = 12$  males, 4 females; HSV-TRIM28<sup>NFD</sup>:  $n = 13$  males, 4 females; HSV-TRIM28<sup>VPR</sup>:  $n = 14$  males, 4 females). b-d) Locomotion, time spent in the open arms, and entries into the open arms of the EPM is not significantly impacted by TRIM28 variants ( $p > 0.05$ , one-way ANOVA with Bonferroni correction). e) Timeline and schematic of the novelty suppressed feeding arena (HSV-GFP:  $n = 15$  males, HSV-TRIM28<sup>WT</sup>:  $n = 13$  males, HSV-TRIM28<sup>NFD</sup>:  $n = 17$  males, HSV-TRIM28<sup>VPR</sup>:  $n = 17$  males). f) There is no significant difference in latency to feed by viral treatment group ( $p > 0.05$  for all, one-way ANOVA with Bonferroni correction). g) Timeline and schematic of the sucrose preference test (HSV-GFP:  $n = 10$  females, 10 males; HSV-TRIM28<sup>WT</sup>:  $n = 10$  females, 9 males; HSV-TRIM28<sup>NFD</sup>:  $n = 10$  females, 10 males; HSV-TRIM28<sup>VPR</sup>:  $n = 10$  females, 10 males) h) Viral treatment group does not significantly impact the percentage of sucrose consumed throughout the testing period ( $p > 0.05$  for all, one-way ANOVA with Bonferroni correction). Squares indicate females; circles indicate males. NOR: Novel Object Recognition.

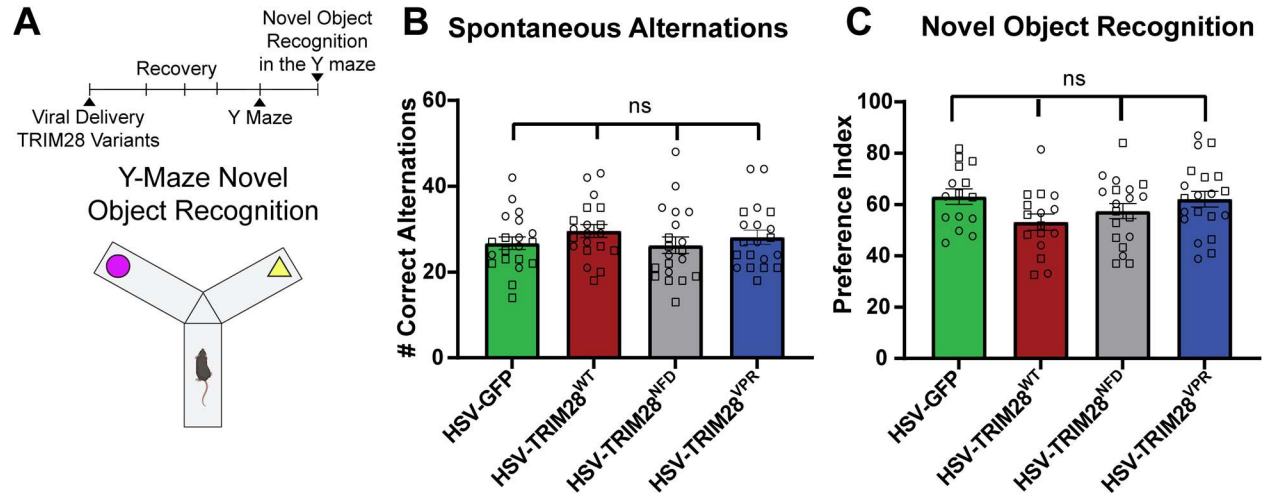

**Supplementary Figure 3: Disrupting PFC TRIM28 function does not affect non-social object recognition.** a) Timeline and schematic of novel object recognition in the Y-Maze (HSV-GFP:  $n = 10$  females, 10 males; HSV-TRIM28<sup>WT</sup>:  $n = 10$  females, 9 males; HSV-TRIM28<sup>NFD</sup>:  $n = 10$  females, 10 males; HSV-TRIM28<sup>VPR</sup>:  $n = 10$  females, 10 males). b-c) Infusion of HSV-GFP or an HSV-TRIM28 variant to the prefrontal cortex (PFC) does not produce significantly different effects on the number of correct alternations or novelty recognition in the Y-Maze ( $p > 0.05$  for all, one-way ANOVA with Bonferroni correction). Squares indicate females; circles indicate males.

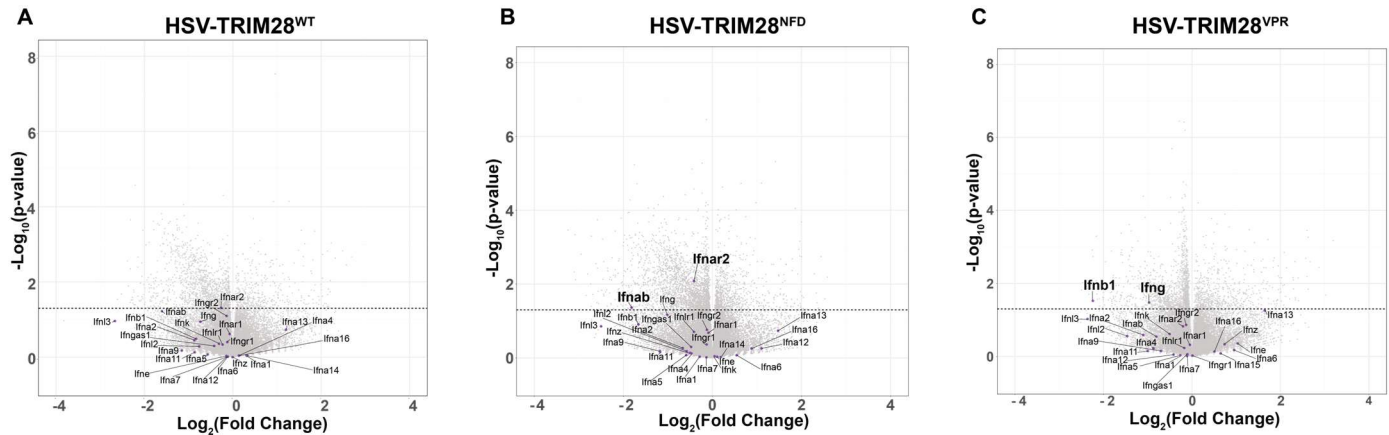

**Supplementary Figure 4: Downregulation of interferon cytokines by synthetic TRIM28 variants.** a-c) Volcano plots showing expression of interferon genes across HSV-TRIM28<sup>WT</sup>, -TRIM28<sup>NFD</sup>, and -TRIM28<sup>VPR</sup> conditions. No interferon cytokines are differentially expressed in HSV-TRIM28<sup>WT</sup>. Only interferon alpha-B is downregulated in HSV-TRIM28<sup>NFD</sup>. Both interferon beta and gamma are downregulated in HSV-TRIM28<sup>VPR</sup>.

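Of the list of Fig. S4, 17 genes had enough counts to be tested in HSV-TRIM28 WT against HSV-GFP, and 12 were lower. The list gave 1 gene with a P under 0.05, Ifnl3, and adjusted over the list alone 0 passed (smallest adjusted p = 0.0817), as did 0 over all genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ifnl3 (ENSMUSG00000060747, chromosome 7 of GRCm38, 28522836 to 28524322) had 2 counts in 1 library against 14 counts in 5 HSV-GFP libraries, a ratio of 0.132 (95% exact Clopper-Pearson interval 0.0146 to 0.575, P = 0.00481). With DESeq2, which called 0 genes of the list, its P was 0.256. It had too few counts to be tested with filterByExpr or in females alone. Log2 fold changes were -0.40 for Ifnb1 (SE 0.63, P = 0.526), -0.58 for Ifng (SE 0.44, P = 0.196) and -0.92 for Ifnab (SE 0.62, P = 0.145). Two-sided permutation tests on CPM gave p = 0.592, 0.0734 and 0.128 in this order, so these tests detected no difference in these genes. With sex and mouse number as a block, Ifng had a P under 0.05 (log2 fold change -0.92).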

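With HSV-TRIM28 NFD, Ifnab (ENSMUSG00000100079, chromosome 4 of GRCm38, 88690302 to 88691359) had counts in 5 of 17 libraries against 12 of 18 with HSV-GFP. Its log2 fold change was -1.46 (SE 0.62, P = 0.0238, adjusted p = 0.529 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, permutation p = 0.0251). Its P was 0.0610 without HSV-GFP M8. Ifnb1 changed by -0.98 (SE 0.68, P = 0.159) and Ifng by -0.74 (SE 0.50, P = 0.150), with permutation p = 0.246 and 0.0349. The receptor gene Ifnar2 (ENSMUSG00000022971, chromosome 16, 91372783 to 91405589), which overlaps another gene, had 7886 counts against 9774 and a log2 fold change of -0.23 (SE 0.10, P = 0.0320). These 2 of the 18 genes tested from Fig. S4, Ifnab and Ifnar2, had a P under 0.05. Adjusted over the list alone 0 passed (smallest adjusted p = 0.288), and over all genes 0 passed.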

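Ifnb1 (ENSMUSG00000048806, chromosome 4 of GRCm38, 88522025 to 88522774) had a log2 fold change of -1.25 (SE 0.67, P = 0.0712, permutation p = 0.126) in HSV-TRIM28 VPR against HSV-GFP. Ifng (ENSMUSG00000055170, chromosome 10, 118441047 to 118445892) was at 0.843 ± 0.822 CPM (SD, n = 19) against 1.38 ± 0.918 (SD, n = 18), a log2 fold change of -0.70 (SE 0.42, P = 0.101, permutation p = 0.0500), and 15 of 19 libraries lay below the HSV-GFP median. Ifnab changed by -0.78 (SE 0.58, P = 0.189). Of the 17 genes of Fig. S4 tested, 9 were lower and 0 had a P under 0.05. Adjusted over the list alone 0 passed (smallest adjusted p = 0.314), and over all genes 0 passed. Single libraries decided some of these calls. Without HSV-TRIM28 VPR F2 the log2 fold change of Ifng was -0.88 (P = 0.0417), and without HSV-TRIM28 VPR M5 that of Ifnb1 was -1.89 (P = 0.00756). In the other direction, Ifng was -0.58 without HSV-GFP F6 (P = 0.180) and Ifnb1 -0.81 without HSV-GFP M10 (P = 0.233). These P-values are from edgeR's quasi-likelihood test.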

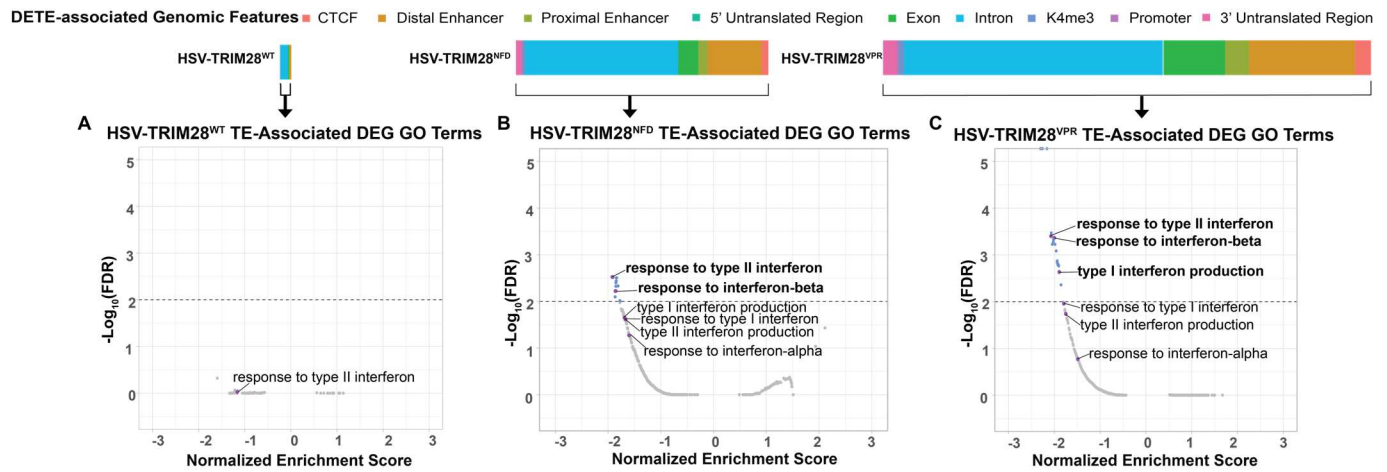

**Supplementary Figure 5: TE-associated DEGs are enriched for immune genes.** TE-associated DEGs were generated from searching DETEs through EnhancerAtlas and compiling a list of all significant DEGs associated with DETEs in each TRIM28 variant condition. a-c) Gene Set Enrichment Analysis was conducted on these TE-associated DEGs. Interferon related ontology terms are downregulated by HSV-TRIM28<sup>VPR</sup> to a greater extent than HSV-TRIM28<sup>NFD</sup>. A significance criterion of FDR < 0.01 was applied.

## Representative Sample Brain

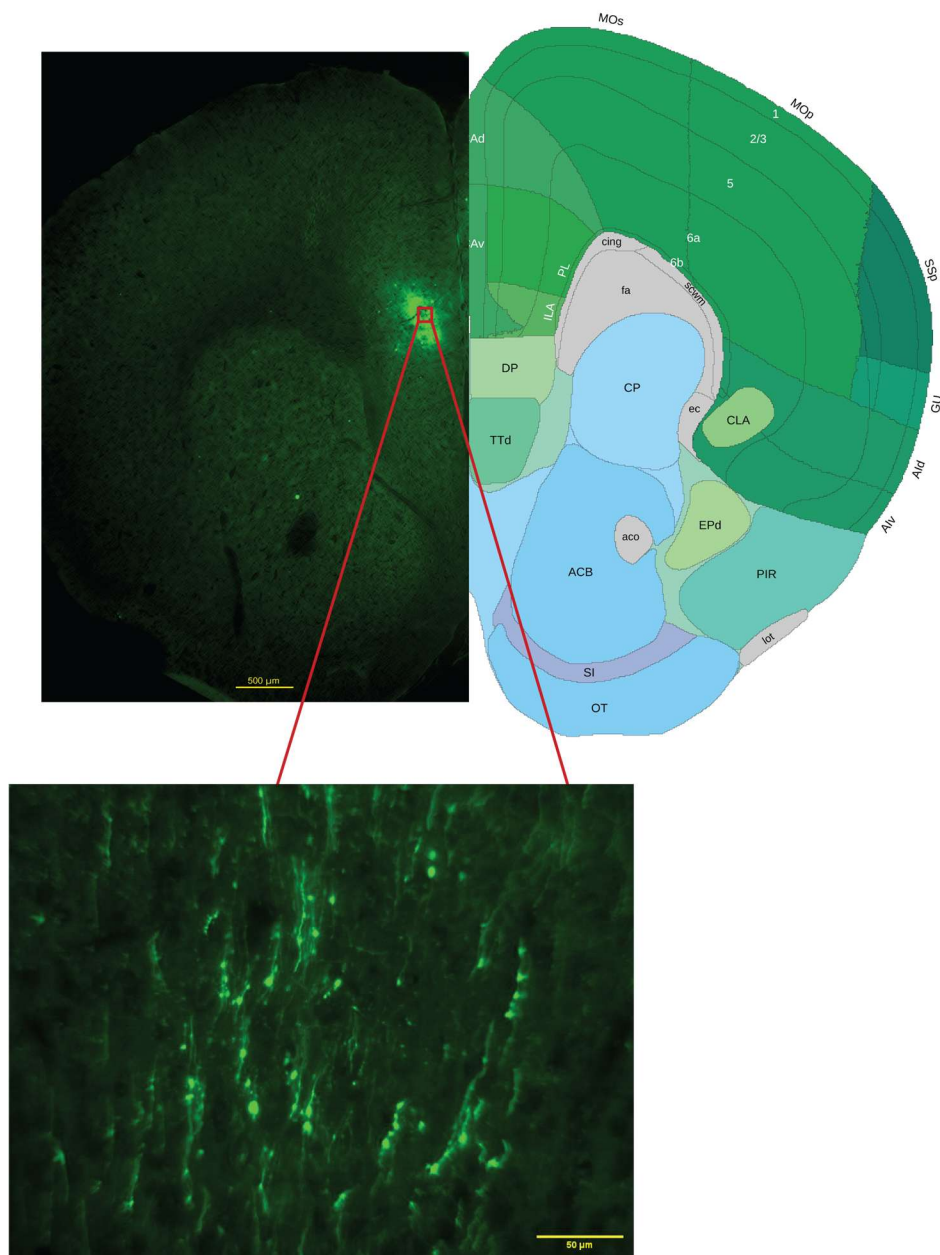

**Supplementary Figure 6: HSV transduction is not impaired by administration of exogenous interferon.** Co-delivery of HSV vectors with 10 ng each of interferon beta and gamma does not prevent viral transduction of PFC neurons. Representative PFC image shown.

| TE class     | HSV-GFP vs HSV-<br>TRIM28 <sup>WT</sup> | HSV-GFP vs HSV-<br>TRIM28 <sup>NFD</sup> | HSV-GFP vs HSV-<br>TRIM28 <sup>VPR</sup> |
|--------------|-----------------------------------------|------------------------------------------|------------------------------------------|
| Unclassified | 3                                       | 8                                        | 7                                        |
| Non-LTR      | 8                                       | 67                                       | 166                                      |
| LTR          | 36                                      | 127                                      | 229                                      |
| DNA          | 14                                      | 57                                       | 108                                      |
| Total        | 61                                      | 259                                      | 510                                      |

**Supplementary Table 1: Synthetic TRIM28 variants disrupt expression of all classes of transposable elements.** HSV-TRIM28<sup>NFD</sup> reflects derepression of TEs, while HSV-TRIM28<sup>VPR</sup> reflects active transcription of TEs.

| Genomic Feature        | HSV-GFP vs HSV-<br>TRIM28 <sup>WT</sup> | HSV-GFP vs HSV-<br>TRIM28 <sup>NFD</sup> | HSV-GFP vs HSV-<br>TRIM28 <sup>VPR</sup> |
|------------------------|-----------------------------------------|------------------------------------------|------------------------------------------|
| CTCF                   | 80                                      | 4006                                     | 9057                                     |
| K4m3                   | 35                                      | 1562                                     | 3041                                     |
| Distal Enhancer        | 1016                                    | 30637                                    | 60594                                    |
| Proximal Enhancer      | 142                                     | 5359                                     | 13611                                    |
| Exon                   | 692                                     | 15950                                    | 35137                                    |
| 5' Untranslated Region | 11                                      | 219                                      | 477                                      |
| Intron                 | 4393                                    | 87325                                    | 147483                                   |
| Promoter               | 16                                      | 579                                      | 1410                                     |
| 3' Untranslated Region | 99                                      | 3136                                     | 7681                                     |
| Total                  | 6484                                    | 148773                                   | 278491                                   |

**Supplementary Table 2: Synthetic TRIM28 variants potentiate expression of transposable elements associated with distal enhancer and intronic genomic features.** The most abundant genomic origin associated with DETEs are distal enhancer and intronic regions.

## **Titles and Legends for Supplementary Datasets**

**Supplementary Dataset 1: DESeq output of TRIM28<sup>WT</sup> v. GFP comparison.** Gene identifiers and expression changes in TRIM28<sup>WT</sup>-treated mice compared to GFP-treated controls.

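Each line of Dataset S1 is a gene or transposable element. Its columns are the mean of the normalized counts over the libraries compared, the log2 fold change of HSV-TRIM28 WT over HSV-GFP with its standard error, the Wald statistic (the ratio of these), the P-value and the adjusted P-value of DESeq2. Of the 42320 lines of the dataset, 1999 were held here, so no overlap with the genes found here was computed from it. The values of the interferon genes were among the lines held. The paper's log2 fold change for Ifnl3 is -2.67 (the paper's P = 0.109), and that for Ifng is -0.74 (the paper's P = 0.115). In the counts Ifng was at 0.928 ± 1.02 CPM (SD, n = 20) with HSV-TRIM28 WT.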

**Supplementary Dataset 2: DESeq output of TRIM28<sup>NFD</sup> v. GFP comparison.** Gene identifiers and expression changes in TRIM28<sup>NFD</sup>-treated mice compared to GFP-treated controls.

**Supplementary Dataset 3: DESeq output of TRIM28<sup>VPR</sup> v. GFP comparison.** Gene identifiers and expression changes in TRIM28<sup>VPR</sup>-treated mice compared to GFP-treated controls.

**Supplementary Dataset 4: DETE-proximal genes.** Mapped locations of TRIM28<sup>VPR</sup>-dysregulated differentially expressed transposable elements (DETEs) and the genes that are mapped to a contact point within 20 kb.

**Supplementary Dataset 5: DETE-proximal DEGs.** List of TRIM28<sup>VPR</sup> differentially expressed genes (DEGs) that are in contact pairs with a TRIM28<sup>VPR</sup> differentially expressed transposable element (DETE) within 20 kb.

**Supplementary Dataset 6: Biological Process Gene Ontology terms of all DETE-proximal genes.** List of Gene Ontology (GO) terms from the PANTHER Biological Processes database of all DETE-proximal genes.

**Supplementary Dataset 7: Statistical Analysis.** Outputs from GraphPad Prism for statistical tests for all biochemical and behavioral data, by figure.

How the deposited data were processed for this re-analysis (not part of the article)

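RNA of PFC tissue from 74 mice was sequenced on day 4, with 1 library per mouse. The viruses were HSV-GFP (18 mice), HSV-TRIM28 WT (20), HSV-TRIM28 NFD (17) and HSV-TRIM28 VPR (19), with 37 females and 37 males in all. The authors trimmed the reads, aligned them with STAR to GRCm39, counted genes and transposable elements with TEtranscripts and tested them with DESeq2. The tables they deposited are a different count, with a whole number of reads per gene and library, without normalization, for 49671 genes and 92 ERCC spike-in sequences. Their exon positions are those of GRCm38, and positions printed here are on that build. Of the gene identifiers, 45520 are in GENCODE M39. The tables held 0 rows for transposable elements, so DETEs, their classes and genomic features, and the Hi-C contacts were not analysed here. The counting program behind the deposited tables, its strandedness and its annotation release are not named in the paper's text.

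Reads counted on genes had a median of 22991714.5 per library over all 74 (22589548.5 with HSV-TRIM28 WT, 23475967 with HSV-TRIM28 NFD and 22934493 with HSV-TRIM28 VPR). Between 28939 and 31764 genes per library had a count, with a median of 30253. Spike-ins made up a median of 0.892% of counts. No pair of libraries was identical, and the highest correlation between libraries was 0.988. The count of a gene in a library carries counting error, which for genes with a few counts exceeds the differences tested, and ratios for such genes are given with exact Clopper-Pearson intervals at 95% confidence that cover counting error only.

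Each variant was compared with HSV-GFP in edgeR 4.0.16 under R 4.3.3, with both sexes pooled, TMM normalization, genes with at least 10 counts in total over the libraries compared, and the quasi-likelihood F-test. Log2 CPM, and the fold changes of lists computed from it, used a prior count of 2. Log2 fold changes of single genes were those of edgeR's fit, with its default prior count. DEGs were counted at an unadjusted P under 0.05, the threshold the paper states, and at a Benjamini-Hochberg adjusted p under 0.05. Lists of genes were tested with camera in limma 3.58.1 with a preset correlation of 0.01, with fry, with an estimated correlation and with fgsea 1.28.0. A score of a list is its mean log2 CPM in a library. Scores, Trim28, cytokine genes and library totals were compared by two-sided permutation tests with 100000 resamples, or by exact tests where a group held fewer than 10 libraries, in scipy 1.17.1 under Python 3.11.15 (numpy 2.4.6 and pandas 2.3.3). Profiles were compared by Spearman's rho across genes of the signed -log10 P, and RRHO2 was not used here. Figures were drawn with matplotlib 3.10.9.

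Genes named in the text are every gene the paper names for these data (Trim28, Zfp189 and the interferon genes of Fig. S4), the 3 higher and the 3 lower genes with the smallest P in each comparison with HSV-GFP, and the 3 genes of a list with the smallest P, which the text gives for the interferon lists. Genes whose exons overlap another gene are marked. These choices, the lists of genes and the alternatives were set before the data were examined, except where the text says otherwise.

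The alternatives were the Wald test of DESeq2 1.42.0, the size factors of DESeq2 in edgeR, genes that pass filterByExpr, no filter on counts, sex as a covariate, sex and mouse number as a block, all 74 libraries in one fit, each sex alone, robust dispersions, and each library left out in turn. Scaling to the spike-ins (without HSV-TRIM28 NFD M6, which had almost none), a fit without the block to the libraries whose mouse numbers are shared, and TMM on the libraries of the spike-in fit were chosen after seeing the data. Up to 100 random splits of the libraries of each comparison into groups of the same sizes were tested in the same way, and 50 assignments of all libraries for the correlations of profiles.

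The procedure was tested on simulated data with the library sizes and dispersions of HSV-TRIM28 VPR and HSV-GFP. Of 200 genes given a log2 fold change of 1 among 34440, 198 had enough counts to be tested, and of these edgeR found 78.3% at P under 0.05 and 60.6% after adjustment, and 94.7% after adjustment of the 113 above 1 CPM. Of the unchanged genes, 5.60% had a P under 0.05. DESeq2 found 76.3% of the 198 at P under 0.05 and 97.3% of those above 1 CPM after adjustment, with 4.57% of unchanged genes at P under 0.05. Recovery of single genes with smaller changes, such as those of Bsg and Tmem14c, was not simulated, so these shares do not apply to them. A list shifted by -0.3 had a median of -0.29 (camera P = 4.44e-13), and one without a shift had P = 0.847. The simulated genes were independent of each other, unlike those of the real lists, so this does not test how often camera calls a list without a change. In random splits of the real libraries of each comparison with HSV-GFP, its median P for the interferon lists was 9.51e-05 to 6.87e-04.

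Of the supplementary tables, 1999 of the 42320 lines of Datasets S1, S2 and S3 each were held, and the 259 lines of Dataset S5 were held in full. No enrichment or overlap was computed from tables held in part.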

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

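The tests on single libraries and on Pdc given here were chosen only after the results were seen. Each virus and sex formed a group of 8 to 10 libraries, and Dixon's test on 40 such sets of values marked a library far from the others in 9. Chance marks about 5% of groups.

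In HSV-TRIM28 NFD M6, spike-ins made up 0.0158% of the counts, against 0.813 to 1.07% in the other 8 males with HSV-TRIM28 NFD. The library had 3965 spike-in counts where the others had 185335 to 273434. Its gene counts (25018156) lay among those of the others, as they would if less spike-in had been added. Its genes detected (30923) lay above the highest of the others (30717), and so did its type I interferon score (6.72, others up to 5.93) and its monocyte and neutrophil score (1.88, others up to 1.66). A lower spike-in input and a library that differs more widely cannot be told apart, because the amount of spike-in added to each library is not in the tables. No biological explanation was tested. Without this library, HSV-TRIM28 NFD against HSV-GFP gave 3505 DEGs in place of 2943.

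In HSV-TRIM28 VPR F3, 27499871 reads were counted on genes, against 20660520 to 24011618 in the other 9 females with HSV-TRIM28 VPR. Its spike-in share of 0.879% lay among theirs (0.810 to 0.980%), so genes and spike-ins were raised alike, which is consistent with more reads having been sequenced. A biological explanation was not tested.

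In HSV-TRIM28 WT M5, spike-ins made up 0.764% of the counts, against 0.815 to 0.865% in the other 9 males with HSV-TRIM28 WT. Its spike-in count (188714) lay among theirs (160816 to 196255), and its gene count (24509215) lay above their highest (23578999). A lower spike-in input and a larger amount of RNA cannot be told apart, since a share sets the one against the other and both counts scale with the reads sequenced.

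Trim28 lay far from the rest of the group in a library of each of 3 viruses. In HSV-TRIM28 WT M7 it was 9.00 log2 CPM, against 6.57 to 7.65 in the other males with HSV-TRIM28 WT. The gene count of this library (22113954) lay among those of the others (19124256 to 24509215), which argues against a larger library as the reason. The amount of virus in the tissue stays open and was not tested for this library.

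In HSV-TRIM28 VPR F3, Trim28 was 7.31 log2 CPM, against 6.53 to 6.79 in the other females with HSV-TRIM28 VPR. Over the 19 HSV-TRIM28 VPR libraries, Trim28 and the gene count had r = 0.468 (permutation p = 0.0517) and rho = 0.249 (permutation p = 0.306), and without HSV-TRIM28 VPR F3 r was 0.144 (permutation p = 0.563), so the relation rests on this library. A larger library and more virus cannot be told apart here, because it is the single HSV-TRIM28 VPR library of this size. Of the HSV-TRIM28 WT libraries of like size, F2 (26964107 gene counts) had Trim28 at 6.50 log2 CPM and F3 (27646573) at 8.45, and their amounts of virus are not known. The rise of Trim28 in HSV-TRIM28 VPR as a group did not rest on it. Without HSV-TRIM28 VPR F3 and M4, the 2 highest, the difference in mean log2 CPM was 0.13 and permutation p = 6.0e-04. The rise was therefore not confined to these 2. Whether only some animals responded cannot be told from this. Some of the remaining libraries lay within the HSV-GFP range of 6.41 to 6.79 log2 CPM (F4 at 6.53) and others above it (M7 at 7.07).

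In HSV-GFP M10, Trim28 was 6.79 log2 CPM, against 6.54 to 6.63 in the other males with HSV-GFP. Its oligodendrocyte score was 8.26, above their highest of 7.28. Over the 18 HSV-GFP libraries, Trim28 and this score had r = 0.324 (permutation p = 0.192) and rho = 0.445 (permutation p = 0.0641), and r was 0.145 without the 2 libraries farthest from the median. Whether the share of oligodendrocytes bears on Trim28 cannot be told apart from chance with so few libraries.

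HSV-GFP M4 had a type I interferon score of 4.45 (other males with HSV-GFP 5.90 to 6.74) and a type II score of 3.72 (others 5.52 to 6.58). Its T and NK cell score was -0.58, below the lowest of the others (0.49), and its monocyte and neutrophil score was -0.43 (lowest of the others 1.48). This is consistent with fewer leukocytes in the tissue. Its striatum score was 6.47, above their highest of 3.57, so the tissue taken may also have differed. A response of the animal itself stays open. Leaving this library out changed 3 calls. The scores of HSV-TRIM28 WT had a permutation p of 0.0232 in place of 0.0620 for type I and of 0.0444 in place of 0.102 for type II, and the number of HSV-TRIM28 VPR genes with an adjusted p under 0.05 fell from 1 to 0.

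HSV-TRIM28 WT M10 had a type I interferon score of 3.25, against 5.26 to 6.25 in the other males with HSV-TRIM28 WT. Its T and NK cell score of 0.21 lay among theirs (-0.28 to 2.22), while its monocyte and neutrophil score of -0.96 lay below their lowest of -0.82. Leukocyte content and a weaker response cannot be told apart for this library, because the scores of these cell types point to different answers. Its Trim28, at 6.57 log2 CPM, lay below the lowest of the other males with HSV-TRIM28 WT (6.68). The amount of virus therefore stays open too, and was not tested for this library.

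Pdc, which the paper does not discuss, had 33 counts in HSV-TRIM28 VPR and 1 in HSV-GFP. The counts came from 13 of the 19 HSV-TRIM28 VPR libraries, with at most 6 in any, which argues against a few libraries as the source. It also had 18 counts in HSV-TRIM28 WT and 10 in HSV-TRIM28 NFD, which argues against a level specific to HSV-TRIM28 VPR. A chance low count in HSV-GFP stays open as the source of part of the difference, and was not tested. In 8 of 100 splits of the HSV-TRIM28 VPR and HSV-GFP libraries, as many genes had an adjusted p under 0.05. That number covers genes of any kind, so it does not bear on Pdc itself (at the unadjusted threshold HSV-TRIM28 VPR had 2636 genes).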

How the results depend on the processing

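The tests with the spike-ins, with the libraries of shared mouse numbers without the block, and the splits counted at the adjusted threshold were chosen only after the results were seen. The other alternatives were set earlier, as were the splits at the unadjusted threshold. The alternatives for DETEs gave no value, because no counts of transposable elements were analysed here.

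The number of DEGs depended on the filter, the tool and the libraries. With DESeq2, on the same genes, it was 1221 in HSV-TRIM28 WT, 2495 in HSV-TRIM28 NFD and 2090 in HSV-TRIM28 VPR. With filterByExpr, which tests fewer genes, it was 734 in HSV-TRIM28 WT, 1927 in HSV-TRIM28 NFD and 1606 in HSV-TRIM28 VPR, and with no filter it was 2776 in HSV-TRIM28 WT. In 1 sex, with fewer libraries, it was 1437 for HSV-TRIM28 NFD in females, and 1660 and 1580 for HSV-TRIM28 VPR in females and males. Leaving out each library in turn gave 2535 to 3505 in HSV-TRIM28 NFD, highest without HSV-TRIM28 NFD M6, and 2302 to 2989 in HSV-TRIM28 VPR. Scaling to the spike-ins gave 1938 genes in HSV-TRIM28 WT (1451 higher and 487 lower), 2915 in HSV-TRIM28 NFD (595 and 2320) and 3695 in HSV-TRIM28 VPR (3293 of them higher), and moved the median log2 fold change of all genes to 0.06, -0.03 and 0.09. The balance of higher and lower genes therefore depends on the scaling, and in HSV-TRIM28 VPR also on the filter and the tool. There it was 656 higher and 950 lower with filterByExpr and 989 and 1101 with DESeq2, against 1351 and 1285 in the main fit.

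Genes with an adjusted p under 0.05 numbered 0 in HSV-TRIM28 WT, 0 in HSV-TRIM28 NFD and 1 in HSV-TRIM28 VPR, beside 1658, 2943 and 2636 at the unadjusted threshold. In HSV-TRIM28 WT there was 1 with DESeq2, 1 with the libraries of shared mouse numbers, 2 with all 74 libraries in one fit and 1 with the spike-ins. In HSV-TRIM28 NFD there were 11 with DESeq2, 1 with sex as a covariate and 1 in males, and 0 in each fit that left out a library. In HSV-TRIM28 VPR there were 0 with DESeq2, 0 with filterByExpr, 0 with the libraries of shared mouse numbers, 10 with all 74 libraries, 0 in females and 5 in males. Across the fits that each left out a library there were 0 to 1, with 0 only without HSV-GFP M4. The cause was not tested.

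Random splits of the libraries of a comparison into groups of the same sizes gave as many DEGs in 60 of 100 for HSV-TRIM28 WT, 13 for HSV-TRIM28 NFD and 25 for HSV-TRIM28 VPR, the real split included. At the adjusted threshold 8 of 100 gave as many in HSV-TRIM28 VPR. In HSV-TRIM28 WT and HSV-TRIM28 NFD, where the real number was 0, all 100 of 100 did by construction, which tests nothing.

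Sex and mouse number as a paired replicate block were fitted to the libraries whose number is found in both groups. By the median correlation of libraries with the same number, equal numbers showed no sign of pairing. It was 0.0086 for HSV-TRIM28 WT and HSV-GFP, -0.08 for HSV-TRIM28 NFD and HSV-GFP and 0.01 for HSV-TRIM28 VPR and HSV-GFP. The immediate early gene score was nevertheless higher in males with low numbers in each variant. In HSV-TRIM28 WT it was 6.07 to 6.64 in M1 to M4 and 4.05 to 4.99 in M5 to M10. In HSV-TRIM28 NFD it was 5.91 to 6.38 in M1, M3 and M4 and 4.15 to 5.13 in M5 to M10. In HSV-TRIM28 VPR it was 5.67 to 6.82 in M1 to M5 and 4.08 to 4.62 in M7 to M10. The HSV-GFP males ranged from 4.31 to 5.49. What these males share was not tested. The block gave 896 DEGs in HSV-TRIM28 WT, 2067 in HSV-TRIM28 NFD and 1442 in HSV-TRIM28 VPR, and 0 with an adjusted p under 0.05 in HSV-TRIM28 VPR, where the same libraries without it gave 1555, 2567 and 2297. Ifng was called in HSV-TRIM28 WT (-0.92, P = 0.0383) and in HSV-TRIM28 VPR (-1.22, P = 0.0369), and 1 gene of the Fig. S4 list was called in each of HSV-TRIM28 NFD and HSV-TRIM28 VPR. Trim28 in HSV-TRIM28 NFD changed sign (-0.021), as did Zfp189 in HSV-TRIM28 WT (0.024) and the zinc finger protein genes in HSV-TRIM28 NFD (camera P = 0.644). The type II list in HSV-TRIM28 VPR against HSV-TRIM28 WT had a camera P of 0.00953, and 66 genes of Dataset S5 had a P under 0.05.

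Apart from Trim28, Ifnb1, Ifng and Ifnab, which are given on their own, 44 pairs of gene and comparison were tried under the alternatives. Of the values, 418 kept their direction and side of the threshold, 31 lost the call, 10 gained it and 7 changed sign. Ifnab in HSV-TRIM28 NFD was -0.82 in females (P = 0.299), and ranged from -1.86 to -1.19 with a library left out, highest without HSV-GFP M8 (P = 0.0610). Ifnb1 in HSV-TRIM28 NFD was -2.43 in females (P = 0.0256) and ranged from -1.36 to -0.54, and Ifng from -0.92 to -0.61. In HSV-TRIM28 VPR, Ifnb1 ranged from -1.89 (without HSV-TRIM28 VPR M5, P = 0.00756) to -0.81, with P = 0.0400 without HSV-TRIM28 VPR F3. Ifng ranged from -0.88 (without HSV-TRIM28 VPR F2, P = 0.0417) to -0.58, and Ifnab from -1.04 to -0.51. Trim28 in HSV-TRIM28 VPR was 0.21 with all 74 libraries in one fit (P = 0.121) and ranged from 0.18 to 0.23 with a library left out. Trim28 in HSV-TRIM28 NFD was -0.0094 in females, -0.0018 with the spike-ins, and from -0.023 to 0.029 with a library left out. Other signs that changed were those of Ifnar2 in HSV-TRIM28 WT (0.028 in females) and in HSV-TRIM28 VPR (0.077 in females and 0.046 with the spike-ins), and of Zfp189 in HSV-TRIM28 WT (0.035 in males and 0.069 with the spike-ins) and in HSV-TRIM28 VPR (-0.11 in females).

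The number of genes of Fig. S4 with a P under 0.05 was 1 in HSV-TRIM28 WT, 2 in HSV-TRIM28 NFD and 0 in HSV-TRIM28 VPR. In HSV-TRIM28 WT it was 0 with DESeq2 and 3 with no filter, and it was 0 with filterByExpr and 0 in females, where Ifnl3 had too few counts to be tested. In HSV-TRIM28 NFD it was 1 with filterByExpr, which left Ifnab untested, 4 with no filter, 4 with all 74 libraries, 1 in females and 1 in males. It was 3 there with the spike-ins and 3 with TMM on the libraries of the spike-in fit. In HSV-TRIM28 VPR it was 2 with no filter, 1 with sex as a covariate, 2 with all 74 libraries, 1 in females and 3 with the spike-ins. Few reads were counted on Ifnb1, Ifnab and Ifnl3, which limits what their results can show. This does not hold for the whole list, since Ifnar2 had 7886 to 9942 counts per virus. The HSV-TRIM28 VPR gene called with sex as a covariate and in females was the receptor gene Ifngr1. The cause of each change was not tested.

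The calls of the interferon lists depended on how the correlation between their genes was handled. For type I, fry gave P = 0.0678 in HSV-TRIM28 WT and 0.229 in HSV-TRIM28 VPR, and the estimated correlation gave 0.222 in HSV-TRIM28 VPR. For type II, fry gave 0.109 in HSV-TRIM28 WT and 0.173 in HSV-TRIM28 VPR, and the estimated correlation 0.0765 and 0.169. In HSV-TRIM28 NFD both kept P under 0.05 for both lists. Between variants, type I had P = 0.0687 (fry) and 0.103 (estimated) in HSV-TRIM28 VPR against HSV-TRIM28 NFD, 0.462 and 0.480 in HSV-TRIM28 VPR against HSV-TRIM28 WT, and 0.204 and 0.191 in HSV-TRIM28 NFD against HSV-TRIM28 WT. Type II had 0.160 and 0.207 in HSV-TRIM28 VPR against HSV-TRIM28 NFD, and 0.260 and 0.245 in HSV-TRIM28 NFD against HSV-TRIM28 WT.

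In females, the type I list in HSV-TRIM28 VPR was not lower (median 0.03, P = 0.762). Type II in HSV-TRIM28 VPR against HSV-TRIM28 WT had P = 1.53e-05 in females, and a change of sign in males (P = 0.0681), as did type I (P = 0.723). In males, HSV-TRIM28 VPR against HSV-TRIM28 NFD had P = 0.0602 for type I and a change of sign for type II (P = 0.0686), and HSV-TRIM28 NFD against HSV-TRIM28 WT had P = 0.960 for type II. With a library left out, camera P ranged from 4.02e-41 to 1.60e-30 for type I and from 2.74e-34 to 4.14e-24 for type II in HSV-TRIM28 NFD, and from 1.89e-16 to 4.10e-06 and from 9.49e-20 to 9.63e-08 in HSV-TRIM28 VPR. The score tests of HSV-TRIM28 NFD had a p under 0.05 in 35 of 35 such fits for both lists (at most 0.0178 and 0.0363), and those of HSV-TRIM28 VPR in 0 of 37. In HSV-TRIM28 WT, 10 of 38 fits had one for type I, from 0.0232 without HSV-GFP M4 to 0.111 without HSV-TRIM28 WT M10, and 1 of 38 for type II (0.0444 without HSV-GFP M4).

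Splits of the libraries gave a camera P as small for type I in 3 of 100 for HSV-TRIM28 WT, 1 for HSV-TRIM28 NFD and 23 for HSV-TRIM28 VPR, and for type II in 12, 3 and 14. Between variants the numbers for type I and type II were 7 and 16 in HSV-TRIM28 VPR against HSV-TRIM28 NFD, 38 and 75 in HSV-TRIM28 VPR against HSV-TRIM28 WT, and 21 and 24 in HSV-TRIM28 NFD against HSV-TRIM28 WT.

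Of the 15 cell type lists, 8, 7 and 7 had an adjusted camera p under 0.05 in HSV-TRIM28 WT, HSV-TRIM28 NFD and HSV-TRIM28 VPR, 0 in each under fry and 0 in each under the estimated correlation, and 24, 35 and 24 of 100 splits gave as many. Among single lists, a P as small was found in 1 of 100 splits, the real one, for B cells and for endothelial cells in HSV-TRIM28 VPR, and for monocytes and neutrophils in 3 in HSV-TRIM28 NFD and 5 in HSV-TRIM28 WT. For the zinc finger protein genes, 63, 76 and 21 splits gave a P as small.

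When each variant was set against its own part of the HSV-GFP libraries, the median rho of 16 draws was 0.0529 for HSV-TRIM28 VPR and HSV-TRIM28 NFD (-0.257 to 0.210), -0.0174 for HSV-TRIM28 VPR and HSV-TRIM28 WT (-0.358 to 0.151) and 0.0597 for HSV-TRIM28 NFD and HSV-TRIM28 WT (-0.341 to 0.183). The observed values of 0.514, 0.515 and 0.569 lay above the ranges of simulated groups without change (0.475 to 0.495, 0.503 to 0.514 and 0.490 to 0.501), the second by less than 0.01. Shared controls and a shared effect cannot be told apart for any of these pairs, because the fits to fewer controls varied widely between draws and the simulated genes were independent of each other. Assignments of all libraries to groups gave a rho as high in 20, 31 and 17 of 50.

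The share of lower genes of Dataset S5 was 79.2% with filterByExpr, 64.9% in females and 58.5% with the spike-ins (144 lower and 102 higher). The number at P under 0.05 was 45 in females, 48 in males and 57 with the spike-ins, of which 6 were lower and 51 higher. Genes with an interaction of sex and virus numbered 1844, 1669 and 1709 in HSV-TRIM28 WT, HSV-TRIM28 NFD and HSV-TRIM28 VPR, and 38, 51 and 61 of 100 reassignments of the virus within each sex gave as many. With filterByExpr, for which no reassignments were run, they numbered 950, 843 and 781.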

Differences from the paper's values

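The paper counts all 259 genes of Dataset S5 as DEGs of HSV-TRIM28 VPR, and 108 of the 246 matched genes had a P under 0.05 here. The number was 113 with DESeq2, 110 with its size factors in edgeR, 103 with filterByExpr, 108 with no filter, 100 with sex as a covariate, 66 with the replicate block, 108 with all 74 libraries in one fit, 45 in females, 48 in males and 108 with robust dispersions. None of the alternatives set before the data were examined closed the gap.

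The paper states that interferon-related terms were unaffected by HSV-TRIM28 WT, lower with HSV-TRIM28 NFD and lowest with HSV-TRIM28 VPR. With the interferon gene lists used here, the median log2 fold change of the type I list was -0.44 in HSV-TRIM28 WT, -0.82 in HSV-TRIM28 NFD and -0.28 in HSV-TRIM28 VPR, and that of the type II list was -0.59, -1.03 and -0.49. In males alone the type II list was lowest in HSV-TRIM28 VPR, at -0.69, against -0.47 in both HSV-TRIM28 WT and HSV-TRIM28 NFD. The paper graded GO terms by gene set enrichment, and those terms were not analysed here. Two-sided permutation tests of the scores between variants gave p from 0.0586 to 0.728. The order of the variants is therefore not settled by these medians.

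The paper states that the profile of HSV-TRIM28 VPR was closer to HSV-TRIM28 NFD than to HSV-TRIM28 WT. Here rho was 0.514 with HSV-TRIM28 NFD and 0.515 with HSV-TRIM28 WT, beside medians of 0.487 and 0.508 for simulated groups without change, so that the excess was larger with HSV-TRIM28 NFD. Against separate parts of the HSV-GFP libraries the medians had the paper's order, at 0.0529 (-0.257 to 0.210) and -0.0174 (-0.358 to 0.151). With genes ranked by log2 fold change the order was the paper's (0.473 and 0.448), and with DESeq2 (0.510 and 0.513) and filterByExpr (0.522 and 0.529) it was not. Assignments of the libraries to groups gave differences from -0.340 to 0.227, so these values do not settle the order.

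The paper states that interferon beta and gamma were lower with HSV-TRIM28 VPR. Here Ifnb1 had a log2 fold change of -1.25 (P = 0.0712; the paper's value is -2.24, P = 0.0299) and Ifng of -0.70 (P = 0.101; the paper's value is -0.97, P = 0.0333). Ifng had a P under 0.05 with the replicate block and without HSV-TRIM28 VPR F2, and Ifnb1 without HSV-TRIM28 VPR M5 and without HSV-TRIM28 VPR F3. No other alternative called either gene in HSV-TRIM28 VPR.

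The paper states that HSV-TRIM28 WT changed no interferon cytokine. Here Ifnl3 had a P of 0.00481 in HSV-TRIM28 WT, with 2 counts against 14. With DESeq2 no interferon cytokine had a P under 0.05 in HSV-TRIM28 WT, and that of Ifnl3 was 0.256. Ifnl3 had too few counts to be tested with filterByExpr or in females alone.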

Other observations

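The tests adjusted for the monocyte and neutrophil score, the tests of T and NK cell content as the whole source, the test of Trim28 within each sex and the test of the spike-in share by sex were chosen only after the results were seen.

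The lower interferon scores with HSV-TRIM28 NFD could come from fewer leukocytes, from a different share of striatal tissue or from a weaker response. After adjustment for the striatum score, the permutation p of HSV-TRIM28 NFD was 0.00727 for type I and 0.0159 for type II. The share of striatum cannot be told apart from the other sources by this, because the striatum score followed the interferon scores only weakly within groups (r = 0.197 and 0.182) and differed by 0.0061 between them, so that the adjustment moved nothing. After adjustment for the T and NK cell score it was 0.00414 and 0.00223, with differences of -0.45 and -0.46 left of -0.82 and -1.02, which argues against T and NK cell content as the whole source. After adjustment for the monocyte and neutrophil score it was 0.231 and 0.599, consistent with a lower content of these cells. The monocyte and neutrophil score followed the interferon scores closely within groups (r from 0.82 to 0.92), and genes of its list may themselves respond to interferon, so that a change in cells and a change in response stay open. Leukocyte content as a whole therefore cannot be told apart from a response.

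For HSV-TRIM28 WT, adjustment for the T and NK cell score left differences of -0.32 for type I (p = 0.0431) and -0.35 for type II (p = 0.0322), of -0.44 and -0.54. For HSV-TRIM28 VPR it left -0.25 (p = 0.0601) and -0.41 (p = 0.00920), of -0.26 and -0.43. These p-values were not adjusted for the number of tests, and the differences before adjustment for the score were not detectable. They therefore do not settle whether T and NK cell content was the whole source in either variant. In HSV-TRIM28 VPR the T and NK cell score itself differed by -0.02 from HSV-GFP, so the adjustment could move little. Adjustment for the striatum score, which followed the interferon scores only weakly here too (r from -0.13 to 0.09), gave p = 0.0596 and 0.0973 in HSV-TRIM28 WT and 0.233 and 0.159 in HSV-TRIM28 VPR. After adjustment for the monocyte and neutrophil score, p was 0.592 and 0.876 in HSV-TRIM28 WT, with differences of -0.06 and -0.03, and 0.186 and 0.148 in HSV-TRIM28 VPR, with differences of -0.12 and -0.25. The share of striatum and leukocyte content as a whole stay open for these variants, whose unadjusted differences were themselves not detectable.

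The amount of virus, with Trim28 as its trace, was set against the scores in 4 relations. In HSV-TRIM28 WT (n = 20), r was 0.369 for type I (permutation p = 0.106, adjusted p = 0.161; rho = 0.335, p = 0.149; r = 0.295 without the 2 libraries farthest from the median of Trim28). For type II r was 0.129 (permutation p = 0.590, adjusted p = 0.590; rho = 0.137, p = 0.564; r = 0.0979 without them). In HSV-TRIM28 VPR (n = 19), r was 0.406 for type I (permutation p = 0.0852, adjusted p = 0.161; rho = 0.358, p = 0.133; r = 0.0427 without the 2 libraries). For type II r was 0.368 (permutation p = 0.121, adjusted p = 0.161; rho = 0.349, p = 0.141; r = 0.136 without them). Both relations in HSV-TRIM28 VPR rest on those libraries. Virus amount and chance cannot be told apart with these numbers of libraries.

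Within each sex, r between Trim28 and type I in HSV-TRIM28 WT was 0.329 in females (permutation p = 0.361; rho = 0.309, p = 0.388) and 0.521 in males (p = 0.106; rho = 0.624, p = 0.0603). For type II in HSV-TRIM28 WT it was 0.0308 in females (permutation p = 0.936; rho = 0.103, p = 0.784) and 0.321 in males (p = 0.332; rho = 0.406, p = 0.248). In HSV-TRIM28 VPR, r for type I was 0.279 in females (permutation p = 0.475; rho = 0.0788, p = 0.839) and 0.530 in the 9 males (exact permutation p = 0.142; rho = 0.533, p = 0.148). For type II it was 0.106 in females (permutation p = 0.811; rho = -0.188, p = 0.607) and 0.608 in males (exact permutation p = 0.0831; rho = 0.733, p = 0.0311).

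Spike-ins made up 0.882 to 1.15% of counts in the 10 HSV-TRIM28 WT females and 0.764 to 0.865% in the 10 HSV-TRIM28 WT males, without overlap (exact permutation p = 1.08e-05, the smallest that 10 against 10 can give). In HSV-GFP the ranges were 0.778 to 1.06% in females and 0.887 to 1.03% in males (exact permutation p = 0.118), in HSV-TRIM28 NFD without M6 0.858 to 1.02% and 0.813 to 1.07% (exact permutation p = 0.405), and in HSV-TRIM28 VPR 0.810 to 0.980% and 0.752 to 0.989% (exact permutation p = 0.180). No explanation was tested.

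The medians that follow are of differences in mean log2 CPM, on which camera ran. Of 15 further lists of genes, monocytes and neutrophils had a median log2 fold change of -0.63 in HSV-TRIM28 WT (adjusted camera p = 6.88e-09), -1.03 in HSV-TRIM28 NFD (1.37e-09) and -0.23 in HSV-TRIM28 VPR (0.105). T and NK cells were at -0.15 (0.0155), -0.45 (9.59e-05) and 0.04 (0.967), and B cells at 0.25 (0.113), 0.04 (0.837) and 0.40 (3.13e-05). Of the B cell list 3 of 11 genes had a mean above 1 CPM with HSV-GFP, of the monocyte list 13 of 20 and of the T and NK cell list 23 of 24. Microglia were at 0.09 (0.00624), -0.04 (0.855) and 0.14 (1.17e-05), astrocytes at 0.02 (0.569), -0.03 (0.714) and 0.01 (0.901), and reactive astrocytes at -0.14 (0.0478), -0.55 (2.05e-07) and -0.0011 (0.967). Oligodendrocytes were at 0.39 (9.38e-04), 0.44 (0.00140) and 0.12 (0.742), endothelial cells at -0.08 (6.90e-04), -0.12 (9.12e-05) and -0.11 (2.82e-05), and meningeal fibroblasts at 0.39 (9.76e-06), 0.42 (0.0100) and 0.35 (9.68e-04).

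In the same order, excitatory neurons were at 0.08 (0.355), 0.17 (0.00108) and 0.15 (0.00721), inhibitory neurons at 0.08 (0.569), 0.02 (0.237) and 0.06 (0.967), the striatum list at 0.09 (0.569), 0.05 (0.855) and 0.03 (0.914), and choroid plexus at 0.18 (0.569), 0.06 (0.714) and -0.07 (0.967). Immediate early genes were at 0.14 (0.0323), 0.04 (0.333) and 0.29 (6.93e-05), and imprinted genes at 0.02 (0.831), -0.02 (0.451) and -0.06 (0.00367). None of these calls held under fry or the estimated correlation. In HSV-TRIM28 VPR males the immediate early gene score was 5.67 to 6.82 in M1 to M5 and 4.08 to 4.62 in M7 to M10. A rise of these genes was therefore not shared by all males of the group. Some directions depended on the measure. By edgeR's log2 fold changes, 15 of 15 striatum genes were lower in HSV-TRIM28 WT and in HSV-TRIM28 NFD, where 4 and 6 were lower in mean log2 CPM, and 9 of 15 genes of excitatory neurons were lower in HSV-TRIM28 WT, where 5 were.

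Adjusted over the list alone, the lists with genes at an adjusted p under 0.05 were endothelial cells (3 in HSV-TRIM28 NFD and 2 in HSV-TRIM28 VPR), microglia (1 in HSV-TRIM28 NFD and 2 in HSV-TRIM28 VPR), B cells (2 in HSV-TRIM28 VPR), immediate early genes (4 in HSV-TRIM28 VPR) and the genes of the constructs and cofactors (2 in HSV-TRIM28 WT and 1 in HSV-TRIM28 VPR). Over all genes 0 of them passed (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The zinc finger protein genes, 390 in the list, had a median of 0.0085 in HSV-TRIM28 WT (camera P = 0.480), 0.0042 in HSV-TRIM28 NFD (0.690) and -0.0094 in HSV-TRIM28 VPR (0.0761).

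Over the 74 libraries and 16416 genes, the first principal component held 34.9% of the variance and had r = 0.670 (rho = 0.701) with the striatum score. The second held 22.1% and had r = 0.858 (rho = 0.857) with the T and NK cell score and r = 0.819 (rho = 0.811) with the type II interferon score. These are values across libraries of all viruses, and no explanation was tested.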
